# NELF‐A controls *Drosophila* healthspan by regulating heat‐shock protein‐mediated cellular protection and heterochromatin maintenance

**DOI:** 10.1111/acel.13348

**Published:** 2021-03-31

**Authors:** Zhen‐Kai Ngian, Wei‐Qi Lin, Chin‐Tong Ong

**Keywords:** *Drosophila*, healthspan, heat‐shock proteins, heterochromatin, *Nelf‐A*, stress responses

## Abstract

NELF‐mediated pausing of RNA polymerase II (RNAPII) constitutes a crucial step in transcription regulation. However, it remains unclear how control release of RNAPII pausing can affect the epigenome and regulate important aspects of animal physiology like aging. We found that NELF‐A dosage regulates *Drosophila* healthspan: Halving NELF‐A level in the heterozygous mutants or via neuronal‐specific RNAi depletion improves their locomotor activity, stress resistance, and lifespan significantly. Conversely, *NELF‐A* overexpression shortens fly lifespan drastically. Mechanistically, lowering NELF‐A level facilitates the release of paused RNAPII for productive transcription of the heat‐shock protein (*Hsp*) genes. The elevated HSPs expression in turn attenuates the accumulation of insoluble protein aggregates, reactive oxidative species, DNA damage and systemic inflammation in the brains of aging *NELF‐A* depleted flies as compared to their control siblings. This pro‐longevity effect is unique to NELF‐A due to its higher expression level and more efficient pausing of RNAPII than other NELF subunits. Importantly, enhanced resistance to oxidative stress in *NELF‐A* heterozygous mutants is highly conserved such that knocking down its level in human SH‐SY5Y cells attenuates hydrogen peroxide‐induced DNA damage and apoptosis. Depleting NELF‐A reconfigures the epigenome through the maintenance of H3K9me2‐enriched heterochromatin during aging, leading to the repression of specific retrotransposons like *Gypsy*‐*1* in the brains of *NELF*‐*A* mutants. Taken together, we showed that the dosage of neuronal *NELF*‐*A* affects multiple aspects of aging in *Drosophila* by regulating transcription of *Hsp* genes in the brains, suggesting that targeting transcription elongation might be a viable therapeutic strategy against age‐onset diseases like neurodegeneration.

**Abbreviations**
HSP: heat‐shock protein
NELF: negative elongation factor
RNAPII: RNA polymerase II
ROS: reactive oxygen species

## 1 INTRODUCTION

Controlled release of paused RNA polymerase II (RNAPII) at the promoter‐proximal region is one of the most critical regulatory steps in transcription (Chen et al., 2018; Core & Adelman, 2019). Yet how it may influence important aspects of animal physiology like aging remains unclear. RNAPII pausing occurs at a huge fraction of eukaryotic genes (Core et al., 2008; Min et al., 2011) and is mediated by the functionally conserved negative elongation factor (NELF) complex comprised of four subunits (A, B, C/D, and E; Narita et al., 2003; Wu et al., 2005). NELF complex interacts with 5,6‐dichloro‐1‐β‐d‐ribobenzimidazole sensitivity‐inducing factor (DSIF) and the hypophosphorylated form of RNAPII to induce its pausing at ~30–60 nucleotides downstream of the transcriptional start site (TSS; Wada et al., 1998; Wu et al., 2003; Yamaguchi et al., 1999). Phosphorylation of NELF complex and RNAPII by the positive transcription elongation factor‐b (P‐TEFb) evicts NELF complex, thereby releasing RNAPII for productive elongation (Lis et al., 2000).

Interestingly, perturbations of different NELF subunits impact transcriptional output and expression patterns in cell‐types specific manner (Gilchrist et al., 2008; Wang et al., 2010). In vivo studies showed that NELF‐mediated promoter‐proximal stalling of RNAPII ensures robust and coordinated gene activation in response to different types of signals and external stimuli (Gilchrist et al., 2010, 2012; Saunders et al., 2013; Williams et al., 2015). In *Drosophila* S2 cells and larvae, genes affected by *NELF* depletion are enriched for heat‐shock and immune responses (Gilchrist et al., 2008, 2012). As many of these genes are linked to the process of aging, it is plausible that NELF may play a role in regulating animal lifespan.

We found that the level of NELF‐A, but not other subunits, regulates adult fitness and lifespan in fly. Both heterozygous *NELF*‐*A* mutants and neuronal‐depleted *NELF*‐*A* flies exhibited increased locomotor activity and lifespan as compared to their control siblings. Halving the level of NELF‐A reduces RNAPII pausing at heat‐shock protein (*Hsp*) genes, leading to significant upregulation of their expression. Elevated level of HSPs in the brain and head tissues suppresses the accumulation of protein aggregates and reactive oxygen species (ROS), attenuates systemic inflammation, and enhances animal resistance against external oxidative stress during aging. Similarly, we observed enhanced stress resistance in human cells depleted of *NELF*‐*A*, whose N‐ and C‐terminal region is highly conserved to *Drosophila* NELF‐A protein (Wu et al., 2005). In heterozygous *NELF*‐*A* mutant flies, reduced DNA damage and increased S‐adenosyl methionine (SAM) concentration coincide with the maintenance of the repressive H3K9me2‐marked heterochromatin and the repression of specific classes of TEs during aging. Taken together, NELF‐A‐mediated RNAPII pausing influences animal healthspan by regulating HSP‐mediated cellular protection and H3K9me2‐dependent maintenance of genome integrity.

## 2 RESULTS

### 2.1 Neuronal expression of *NELF*‐*A* regulates lifespan and locomotor activity

To examine the regulatory roles of *NELF* genes in *Drosophila* lifespan, we first examined the highly expressed *NELF*‐*A* gene and backcrossed heterozygous mutant *Nelf*‐*A^KG09483^*/*Tm3* line (Chopra et al., 2009; Tsai al., 2016; Wang et al., 2010) to *w^1118^* male for at least 10 consecutive generations. Compared to their control siblings, backcrossed heterozygous male *Nelf*‐*A^KG09483^*/+ (herein NelfA*/+) flies expressed less than half the level of *NELF*‐*A* mRNA (Figure 1a) and protein (Figures 1b and S1A,B). Both the male and female NelfA*/+ flies showed approximately 10% and 20% increase in their lifespan, respectively (Figures 1c and S1C), suggesting that animal longevity may be affected by *NELF*‐*A* expression level. To test this, we ectopically expressed low level of NELF‐A protein by crossing *UAS*‐*NelfA*‐*6myc* line to *Hsp70*‐*Gal4* driver. When cultured at 30°C, their F1 offspring expressed higher level of *NELF*‐*A* mRNA (Figure 1a), produced exogenous myc‐tagged NELF‐A protein (Figures 1b and S1A), and had significantly shorter lifespan than their control siblings (Figures 1c and S1C). This indicates that the level of *NELF*‐*A* expression is inversely correlated to animal lifespan.

**FIGURE 1:**
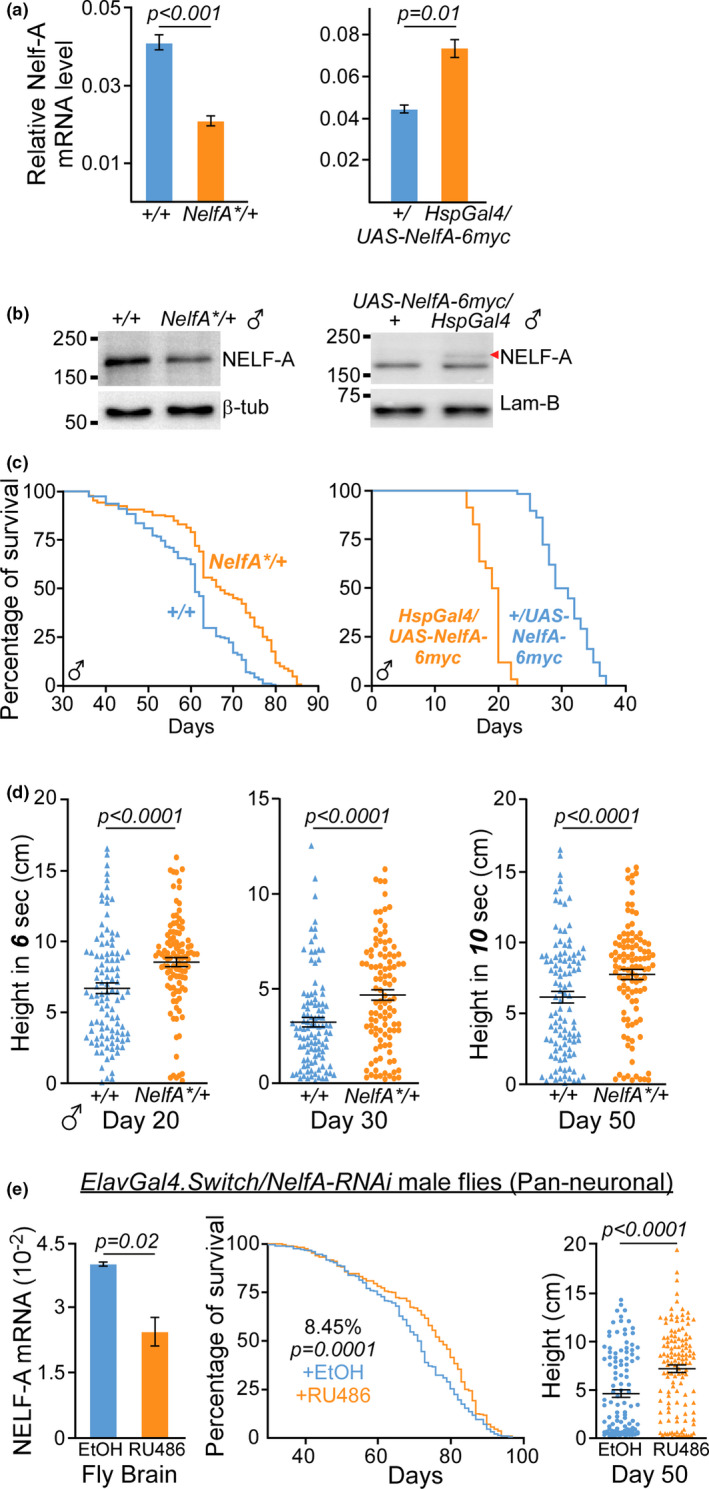
Lower neuronal level of *NELF*‐*A* improves animal lifespan and locomotor activity. (a) Quantification of *NELF*‐*A* mRNA in NelfA*/+ (left) and *HspGal4*/*UAS*‐*NelfA*‐*6myc* (right) fly heads as compared to their respective control siblings. Data presented as mean ± SEM, *n* = 3, unpaired two‐tailed *t* test. (b) Immunoblot of endogenous and myc‐tagged (red arrowhead) NELF‐A protein in the heads harvested from male NelfA*/+ flies (left) and *Hsgal4*/*UAS*‐*NelfA*‐*6myc* flies (right), respectively. β‐tub: β‐tubulin, Lam‐B: Lamin‐B1. (c) Lifespan assay of male NelfA*/+ flies (9.8%, *n* = 180, *p* < 0.0001; left) and *HspGal4*/*UAS*‐*NelfA*‐*6myc* flies (−44.1%, *n* = 160, *p* < 0.0001; right) as compared to their control siblings. Log‐rank test. (d) Climbing assay of male NelfA*/+ flies and their control siblings at different ages (D20: 38.8%; D30: 52.9%; D50: 34.5%, *n* = 105 per group). Percent calculated based on median height, Mann–Whitney test. (e) Pan‐neuronal *NELF*‐*A* depletion in RU486‐treated *ElavGal4*. *Switch*/*NelfA*‐*RNAi* male flies improved lifespan and locomotor activity. Left: Quantification of *NELF*‐*A* mRNA in the brains harvested from EtOH or RU486 treated flies. Data presented as mean ± SD, *n* = 2, unpaired two‐tailed *t* test. Middle: Lifespan assay (8.45%, *n* = 280 flies after combining two independent cohorts, *p* = 0.0001, Log‐rank test). Right: Climbing assay (*n* = 100–120 flies, Mann–Whitney test)

*Drosophila* undergoes age‐dependent decline in their locomotor activity (Jones & Grotewiel, 2011). Negative geotaxis assays showed that heterozygous NelfA*/+ male flies consistently exhibited faster locomotor activity than their control siblings at different ages in adulthood (Figure 1d), suggesting that lowering the level of *NELF*‐*A* expression may improve overall fitness or healthspan of the animals.

We next used *GeneSwitch* (*GS*) system to determine the organs by which *NELF* genes may regulate animal healthspan. As depletion of *NELF* genes affects the expression of immune‐response genes in *Drosophila* S2 cells (Gilchrist et al., 2012), we examined the effect of RNAi‐mediated depletion of *NELF* gene in the fat bodies from the brain (*Bun*‐*GS*) and abdomen (*106*‐*GS*; Hwangbo et al., 2004). In addition, *NELF* genes were also knockdown (KD) in the neurons using *Elav*‐*GS* line given that NF‐κB immune signaling in the brain regulates *Drosophila* lifespan (Kounatidis et al., 2017). To mimic the heterozygous NelfA*/+ flies, the level of RU486 administrated in fly food was optimized to induce ~50% KD of *NELF*‐*A* expression in the brain (Figure 1e). Pan‐neuronal RNAi KD of *NELF*‐*A* gene led to modest yet statistically significant increase in the lifespan of male flies (~8%–10%; Figures 1e and S1D) and their locomotor activity (Figure 1e). On the other hand, knocking down of *NELF*‐*A* expression in the fat bodies in the brain or abdomen has no statistically significant effect on adult lifespan (Figure S1E,F). This suggests that the improved longevity and locomotor activity observed in heterozygous NelfA*/+ flies may be largely attributed to the regulatory roles of NELF‐A in the neuronal populations. To ascertain if other *NELF* subunits may exert similar effect as *NELF*‐*A*, *Elav*‐*GS* line was used to KD *NELF*‐*B* and *NELF*‐*E* genes. Surprisingly, despite substantial reduction in the level of *NELF*‐*B* and *NELF*‐*E* expression by tissue‐specific RNAi KD, the male flies did not show significant change in their adult lifespan as compared to the control siblings (Figure S1G). Similarly, overexpression of *UAS*‐*Nelf*‐*E*‐*6myc* gene by *Hsp70*‐*Gal4* driver also did not reduce their lifespan as seen with the *NELF*‐A overexpressing flies (Figure S1H). Taken together, these results suggest that the healthspan of *Drosophila* is highly dependent on the expression level of *NELF*‐*A*, rather than other *NELF* subunits, within the neuronal populations.

### 2.2 *NELF‐A* reduction leads to pro‐longevity transcriptional signatures

To identify downstream molecular pathways that may be responsible for the improved healthspan observed in NelfA*/+ flies, RNA‐sequencing was performed on the mRNA isolated from the heads of Day 50 (herein D50) male heterozygous mutants and their control siblings. 

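RNA was prepared from pools of 20 heads of D50 male flies, with 2 libraries of control siblings (+/+) and 2 libraries of NelfA*/+ flies, which carry a P-element transposon in one copy of Nelf-A. Polyadenylated RNA was sequenced. The authors trimmed the adaptors, aligned the reads to the D. melanogaster genome with STAR and counted the reads on each gene with HTSeq-count. They deposited these raw counts, without normalization, for 13926 genes. The counts on genes came to 45065268 and 44946476 in the control siblings, replicates 1 and 2, and to 45172099 and 42985746 in the NelfA*/+ flies. The most abundant gene, the rhodopsin gene ninaE, took between 3.52% and 4.31% of the counts on genes. Reads that HTSeq-count could not give to a single gene, since they overlapped more than one, made up between 7.47% and 8.00% of each library. As a limit of these counts, 2463 genes are listed at 0 in all 4 libraries, among them 1831 of the 1838 protein-coding genes that lie wholly inside another protein-coding gene. From the counts on, the genes with enough counts for a test (edgeR's filterByExpr, 9609 genes) were normalized with the TMM method and compared between genotypes with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. The standard error given beside a log2 fold change was derived from that test's F statistic. On simulated counts with 200 changed genes, the same steps recovered 180 of them, with 7 false calls among the 9542 genes tested. Every simulated gene had the same dispersion (relative spread between libraries). Only genes with a mean count above 500 were changed, by an absolute log2 fold change of at least 1. The simulation therefore checks that the steps run correctly and gives no error rate for the real counts. Counts of the replicates of one genotype differed by far more than the sampling noise (chi-square per degree of freedom of 73.5 between the control siblings and 58.2 between the NelfA*/+ libraries), so that each library was used as a separate replicate. The log2 CPM of the control siblings differed with an SD of 0.34 across genes, and those of the NelfA*/+ libraries with an SD of 0.58. The first principal component, with 70.6% of the variance, separated the genotypes, and the second, with 21.7%, separated the NelfA*/+ replicates from each other. The components were taken from unscaled log2 CPM of all genes tested. Those genes include 72 of 112 that were nearly absent from the control siblings and high in a NelfA*/+ library. How much these 72 genes add to the components and to the SDs was not tested.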

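As a check of the labels, the mutated gene was examined first. Nelf-A (FBgn0038872) lies on chromosome arm 3R from 21223704 to 21229512 on the forward strand (BDGP6, Ensembl annotation). Its raw counts were 3588 and 3505 in the control siblings and 2398 and 2294 in the NelfA*/+ flies. After normalization this was 3482 ± 165 (SD, n = 2) and 2392 ± 8.42 (SD, n = 2), or 68.7% of the level in the control siblings, with a log2 fold change of -0.54 (standard error 0.07, adjusted p = 0.0411 from edgeR's quasi-likelihood test). It no longer passed 0.05 with the replicate number as a block (log2 fold change -0.54, adjusted p = 0.0537 in edgeR's test) or without the filter on low counts (0.0584), and with the replicate numbers crossed between the genotypes the adjusted p was 0.0121. Over all the alternatives tried, the adjusted p ranged from 3.7e-06 in DESeq2's Wald test to 0.0584. The crossed pairing was added after the counts were seen, because the deviations of same-numbered libraries from their genotype's mean were negatively correlated (r = -0.13 across the 8398 genes with a mean count above 100, which are not independent replicates).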

Differential gene expression analysis using DESeq2 package revealed two cluster of genes that were highly elevated in either control siblings (+/+) or heterozygous mutants (NelfA*/+; Figure 2a, Table S1). 

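Of the 9609 genes tested, 180 differed between the genotypes at an adjusted p below 0.05 in edgeR's quasi-likelihood test, 62 of them higher and 118 lower in NelfA*/+ heads, and 1954 had an unadjusted p below 0.05. The choice of test moved this number most: DESeq2's Wald test on the same counts called 911 genes, 422 higher and 489 lower, and these included all 180. Under the block on the replicate number, edgeR called 297 genes, 155 higher and 142 lower, of which 154 were shared with the calls made without the block. Under the crossed pairing of the replicates it called 797, 345 higher and 452 lower. Among the genes called by edgeR with a mean normalized count above 500, an absolute log2 fold change of at least 0.3 and no overlap between the genotypes, the largest fall was that of phu (FBgn0043791; 3R, 9494801 to 9496723), from 21252 ± 3810 (SD, n = 2) normalized counts in control siblings to 3033 ± 977 (SD, n = 2) in NelfA*/+ heads, a log2 fold change of -2.81 (standard error 0.27, adjusted p = 0.0241 from edgeR's quasi-likelihood test, 0.00783 with the block and 0.000679 under the crossed pairing). It was followed by thw, CG15096, mah and CG14329, whose log2 fold changes were -2.67, -1.99, -1.80 and -1.69, with adjusted p between 0.00772 and 0.0159 in edgeR's test. Like phu, the genes thw, mah and CG14329 lie on 3R, the arm of Nelf-A, while CG15096 lies on 2R. Of these, mah and CG14329 lie within 5 Mb of Nelf-A. An effect of linked sequence from the donor line, which the tests below left open, is not excluded for the falls on 3R. The largest rises among the genes so chosen were those of genes with hardly any counts in the control siblings. They were Alp2, Jon65Aiii, CG14292, CG13323 and CG10910. All are among 112 genes nearly absent from the control siblings and high in a NelfA*/+ library. Gut RNA carried into the head samples is a candidate explanation for the 112, so these rises may not be effects of the genotype. Genes such as CG31198 and Jon65Aiv, named after their values were seen, rose by more than those below other than Alp2 but did not pass (edgeR adjusted p of 0.0970 and 0.0595). Alp2 (FBgn0283480; 2R, 22206005 to 22207987) had 3 and 2 raw counts in the control siblings and 7743 and 1261 in the NelfA*/+ replicates. Jon65Aiii, a Jonah-family protease gene, had 4 and 4 raw counts in the control siblings and 3283 and 1546 in the NelfA*/+ replicates, while CG14292 had 9 and 1 against 4094 and 1047. CG13323 had 7 and 5 raw counts against 686 and 2158, and CG10910 had 6 and 4 against 792 and 1223. The adjusted p of these 5 genes lay between 0.00772 and 0.0427 in edgeR's quasi-likelihood test. The control counts of all 5 are low, so that their fold changes are uncertain, and none is given for Alp2. Those of the others lay between 7.68 and 9.24 on the log2 scale. Across the fits that each left out 1 library they lay between 6.83 (CG13323) and 11.2 (CG14292). Under limma-voom none of these rises passed an adjusted p of 0.05 (the smallest was 0.0876), and Alp2, CG14292 and CG13323 did not pass in edgeR's test without the filter on low counts or with robust dispersions (adjusted p between 0.0502 and 0.201).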

Gene ontology (GO) analysis of the differentially expressed genes in the *Drosophila* heads revealed transcriptional changes in several stimulus‐responsive genes that resembled *NELF*‐*B*/*E* depleted S2 cells (Gilchrist et al., 2008, 2012; Table S2). 

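The genes behind the immune response were examined as a list of antimicrobial peptides, Bomanins (the family of IM1 and IM2) and peptidoglycan recognition proteins that was written before the counts were examined. Of the 43 members listed in the count table, 8 are listed at 0 in every library and 34 passed the filter on low counts. Among these 34, 33 were lower in NelfA*/+ heads (the other, Drsl5, named after its value was seen, had a log2 fold change of 0.049), with a median log2 fold change of -0.91, and in 28 both NelfA*/+ libraries lay below both control libraries, where chance gives 16.7% of genes. The members share the same pools of flies, so they are not separate draws against this share. As a list they were lower than the other genes tested (adjusted p = 2.4e-18 from limma's camera test over 5 lists). Camera gave an adjusted p of 1.1e-15 with the replicate number as a block and 1.7e-30 under the crossed pairing. These fits used a preset inter-gene correlation of 0.01, and at 0.05 camera's adjusted p was 1.3e-09. Camera's p-values set a list against other genes. They do not measure the spread between pools of flies, of which there were 2 per genotype. The list also differed between the NelfA*/+ pools: its median member was lower in replicate 2 than in replicate 1, with a log2 ratio of -0.58. Between control replicates 2 and 1 this log2 ratio was 0.099. Single genes varied between replicates too. In edgeR's quasi-likelihood test 2 of the 34 passed an adjusted p of 0.05 over all genes tested, 18 passed when the adjustment was made over the list alone, and 17 passed in DESeq2's Wald test. These 2 genes, among 28 members with a mean normalized count above 500, gave an odds ratio of 5.13 against the 99 genes called lower among 6592, which did not pass Fisher's exact test (two-sided, adjusted p = 0.109), whereas with the calls of DESeq2 the list held 15 of 368 (odds ratio 20.3, Fisher's exact test, adjusted p = 3.8e-12). The 2 genes were DptA (Diptericin A, FBgn0004240; 2R, 18865765 to 18866260) and PGRP-SA (FBgn0030310; X, 11561643 to 11562779). DptA had 12136 ± 3585 (SD, n = 2) normalized counts in control siblings and 3849 ± 123 (SD, n = 2) in NelfA*/+ heads, a log2 fold change of -1.66 (standard error 0.21, adjusted p = 0.0409 from edgeR's quasi-likelihood test, 0.0160 with the block and 0.00663 under the crossed pairing). Without the filter on low counts DptA no longer passed (edgeR adjusted p = 0.0640). PGRP-SA had 1119 ± 11.6 (SD, n = 2) and 596.7 ± 40.3 (SD, n = 2), a log2 fold change of -0.91 (standard error 0.08, adjusted p = 0.0178 from the same edgeR test, 0.0103 with the block and 0.00777 under the crossed pairing). Cytochrome P450 genes, which stand for the oxidation-reduction term of Fig. 2b, showed a smaller shift: 36 of the 62 tested were lower, with a median log2 fold change of -0.074 (camera, adjusted p = 0.0330), and this did not hold with the replicate number as a block (camera, adjusted p = 0.425) or under the crossed pairing (0.0621). Adjusted over the list alone 18 passed edgeR's test, and DESeq2's Wald test called 12. In edgeR's test 3 of them passed over all genes, Cyp4d21, Cyp6a8 and Cyp4e3, with log2 fold changes of -1.31, -0.73 and -0.72, but Cyp4d21 and Cyp6a8 did not without the filter on low counts (edgeR adjusted p of 0.0536 and 0.0716), nor Cyp6a8 in limma-voom (adjusted p = 0.0576).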

Like *NELF*‐*B*/*E* depleted S2 cells, NelfA*/+ flies had reduced expression in genes that are enriched for defense response and response to bacterium (Figure 2b). In addition, the NelfA*/+ mutants also showed upregulation of genes that are involved in different signaling pathways, heat‐shock response, and protein folding (Figures 2b and S2).

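A list of heat-shock proteins and chaperones, written before the counts were examined like the lists below, had 45 members with enough counts to test. Of these, 41 were higher in NelfA*/+ heads, with a median log2 fold change of 0.36, and in 36 both NelfA*/+ libraries lay above both control libraries, where chance gives 16.7% of genes. The chaperones too share the same pools and are not separate draws. As a list they were higher than the other genes tested (adjusted p = 9.4e-13 from limma's camera test), also with the replicate number as a block (4.0e-12) and under the crossed pairing (3.8e-09). At an inter-gene correlation of 0.05 in place of 0.01, camera's adjusted p was 2.6e-06. Here and for the lists below, camera's p-values do not measure the spread between the 2 pools of a genotype. The control libraries differed in the same direction between themselves: the median chaperone was higher in control replicate 2 than in replicate 1 by a log2 ratio of 0.16. For the neuropeptide genes below this log2 ratio was also 0.16. Between NelfA*/+ replicates 2 and 1 it was 0.11 for chaperones and -0.084 for neuropeptide genes. At an adjusted p below 0.05 over all genes, edgeR's quasi-likelihood test called 1 chaperone, Hsc70-2 (log2 fold change 2.62, adjusted p = 0.00448, 0.000736 with the block and 0.00103 under the crossed pairing). Adjusted over the list alone 15 passed, 20 had an unadjusted p below 0.05, and DESeq2's Wald test called 17. Hsc70-2 and the 4 chaperones that were lower, Trap1, CG16817, ERp60 and Cnx99A (log2 fold changes between -0.15 and -0.021), are named after their values were seen. Neuropeptide genes, of which 17 passed edgeR's test when adjusted over their list alone, shifted in the same direction, with 26 of 32 tested higher and a median log2 fold change of 0.44 (camera, adjusted p = 3.3e-10, and 4.1e-07 with the replicate number as a block, and 1.2e-08 under the crossed pairing). Genes of glutathione metabolism moved in both directions: 22 of 41 were higher and 19 lower, with a median log2 fold change of 0.011 (camera, adjusted p = 0.508, 0.563 with the block and 0.681 under the crossed pairing), and with library size as the only normalization the median was -0.014, as was that of all genes tested. In 14 of them both NelfA*/+ libraries lay above both control libraries and in 10 below, where chance gives 33.3% in either direction. This list, which had no common shift, thus also lay above the chance share. Adjusted over the list alone 12 passed edgeR's test. With the calls of DESeq2 past the paper's filters, the list held 7 higher genes of 27 (odds ratio 11.0, Fisher's exact test, two-sided, adjusted p = 1.9e-05), and with those of edgeR 1 (adjusted p = 0.136). Within that list GstE7 rose and GstD3 fell. GstE7 had a log2 fold change of 0.94 (standard error 0.13, adjusted p = 0.0486 from edgeR's quasi-likelihood test, 0.0184 with the block and 0.0131 under the crossed pairing), and did not pass without the filter on low counts (edgeR adjusted p = 0.0731) or in limma-voom (adjusted p = 0.0515). GstD3 had one of -0.88 (standard error 0.073, adjusted p = 0.0175 from the same edgeR test, 0.00959 with the block and 0.00725 under the crossed pairing). The Gst genes lie in clusters of related copies, between which reads could be split. From the opposite changes of immune-response and heat-shock response genes, the paper goes on to ask whether NELF-A directly regulates their transcription.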

**FIGURE 2:**
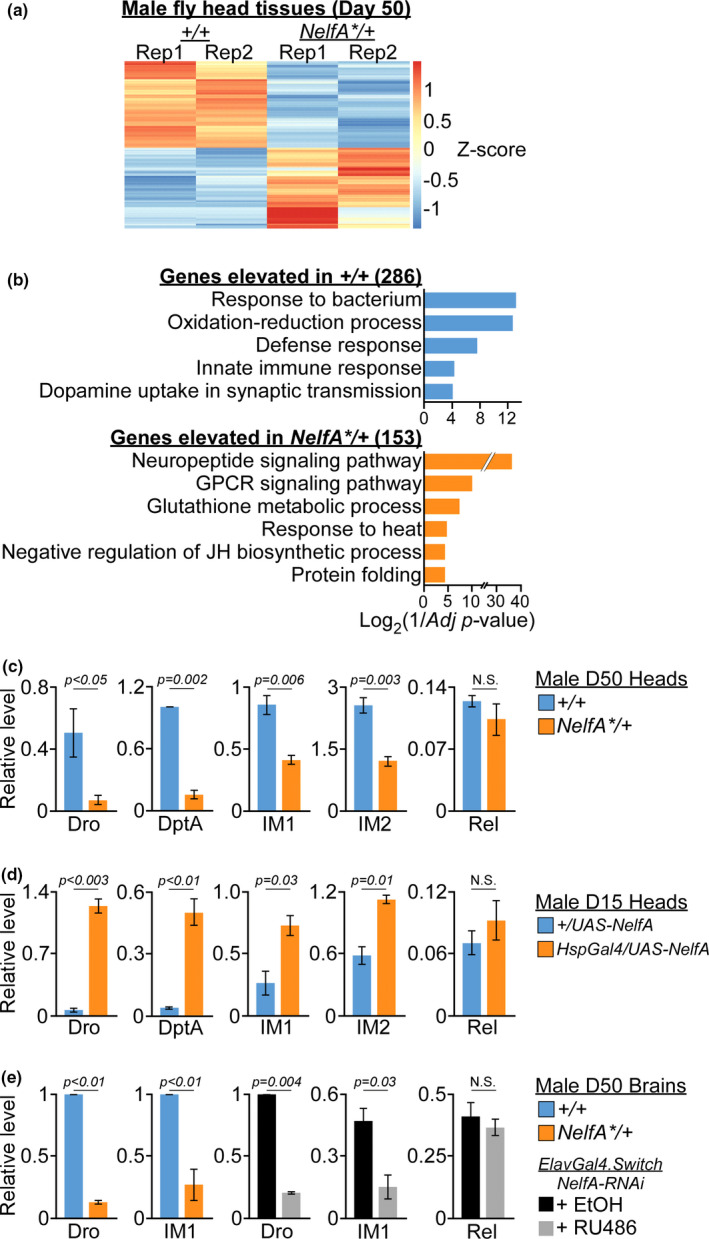
Pro‐longevity transcriptome in *NELF*‐*A* depleted fly heads. (a) Heatmap of differentially expressed genes (DEGs) in the heads of D50 male NelfA*/+ flies and their +/+ control siblings. Rep: Biological replicate. (b) GO analysis of DEGs identified in NelfA*/+ and their control siblings fly heads (adjusted *p* < 0.05, with Benjamini‐Hochberg correction). (c) RT‐PCR validation in the heads of D50 NelfA*/+ flies and their control siblings. Data presented as mean ± SEM, *n* = 3 biological replicates, unpaired two‐tailed *t* test. (d) Quantification of *AMP* genes expression in the heads of D15 *HspGal4*/*UAS*‐*NelfA*:*6myc* flies and their control siblings. Data presented as mean ± SD, *n* = 2 biological replicates, unpaired two‐tailed *t* test. (e) Quantification of *AMP* genes expression in the brains isolated from either male NelfA*/+ flies or pan‐neuronal *NELF*‐*A* KD flies (RU486‐treated *ElavGal4*. *Switch*/*NelfA*‐*RNAi*) and their respective control siblings. Data presented as mean ± SD, *n* = 2 biological replicates, unpaired two‐tailed *t* test

During aging, elevated expression of immune‐response pathway genes such as the induced immune molecules (IM) and antimicrobial peptides (AMPs) may trigger excessive inflammation that leads to morbidity in older flies (Badinloo et al., 2018; Cao et al., 2013; Kounatidis et al., 2017). In accordance, overexpression of Rel (NF‐κB) transcription factor can induce *AMP* genes in the absence of upstream signals; whereas reducing Rel level may attenuate inflammation and promote longevity (Kounatidis et al., 2017). Consistent with these findings, there was a significant increase in the expression of *Rel* and *AMP* (*AttC*, *DptA*) genes in *w^1118^* male flies during aging (Figure S2A). In contrast, elevated expression of genes involved in heat‐shock responses and protein refolding has been well‐documented to promote animal health and longevity (Biteau et al., 2010; Morrow et al., 2004; Wang et al., 2004).

The dichotomy in the expression of immune‐response and heat‐shock response genes led us to investigate if their transcription is directly regulated by NELF‐A in the *Drosophila* heads. The lower expression of *AMP* (*Dro*, *DptA*), *IM1*, and *IM2* genes in the heads of NelfA*/+ flies as compared to their control siblings was first validated by RT‐PCR (Figures 2c and S2B). Conversely, ectopic expression of *NELF*‐*A* caused the upregulation of *AMP* and *IM* genes in heads of *HspGal4*/*UAS*‐*NelfA*‐*6myc* flies as compared to their control siblings (Figures 2d and S2C). These results suggest that the level of *NELF*‐*A* is positively correlated to the expression of *AMP* and *IM* genes in the head of the flies. To determine the tissue‐specific role played by NELF‐A, D50 brains from both NelfA*/+ and *ElavGal4*. Switch/*NelfA*‐RNAi flies were dissected and analyzed by RT‐PCR. Like the NelfA*/+ flies, neuronal *NELF*‐*A* KD by RU486 treatment led to reduced *Dro* and *IM1* expression in the brains as compared to ethanol (EtOH) treated control siblings (Figures 2e and S2D). This indicates that neuronal NELF‐A can regulate the expression of *AMP* and *IM* genes in the brains. In S2 cells, *NELF*‐*B*/*E* depletion reduces the transcription of *Rel* and concomitant downregulation of *AMP* genes (Gilchrist et al., 2012). As *Rel* expression is relatively similar between NelfA*/+ flies and their control siblings (Figure 2c,e), NELF‐A is likely to affect AMPs level indirectly or via distinct mechanism in the fly heads.

Elevated AMPs level can cause neurodegeneration in old adult fly brains, marked by increased number of vacuoles in the brain sections (Cao et al., 2013; Kounatidis et al., 2017). In accordance, vacuoles (red arrow) were observed in D50 but not D20 *w^1118^* fly brains (Figure S2E). Since climbing ability of older flies is impaired by age‐dependent neurodegeneration (Kounatidis et al., 2017), we asked if the improved locomotor activity in NelfA*/+ flies was due to reduced AMPs level, and hence lower neurodegeneration as compared to their control siblings. Histological examination of D50 brains harvested from *NELF*‐A*/+, RU486‐treated *ElavGal4*. *Switch*/*NelfA*‐*RNAi* and their respective control sibling flies did not show any morphological difference (data not shown). This unexpected observation might be explained by the significantly lower level of *Rel* and *AMPs* expression in NelfA*/+ and their control siblings as compared to age‐matched *w^1118^* flies (Figure S2A). Nevertheless, the lower *AMPs* expression in NelfA*/+ flies is indicative of less systemic inflammation (Figure 2b,c), presumably attributed to other pro‐longevity molecular changes.

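Among the AMP genes in the RNA-sequencing counts, Dro (FBgn0010388; 2R, 14745961 to 14746714) had 17882 ± 4349 (SD, n = 2) normalized counts in control siblings and 5807 ± 2653 (SD, n = 2) in NelfA*/+ heads, a log2 fold change of -1.62 (standard error 0.36, adjusted p = 0.102 from edgeR's quasi-likelihood test and 0.0262 from DESeq2's Wald test). The Bomanin genes IM1 (2R, 18383949 to 18384378) and IM2 (2R, 18386602 to 18387030), which lie close together and belong to a family of related copies, fell by similar amounts. Normalized counts of IM1 were 15068 ± 3094 (SD, n = 2) and 7125 ± 1415 (SD, n = 2), a log2 fold change of -1.08 (standard error 0.20, adjusted p = 0.0751 from edgeR's test and 5.8e-06 from DESeq2's). Those of IM2 were 44006 ± 2079 (SD, n = 2) and 20836 ± 5452 (SD, n = 2), also a log2 fold change of -1.08 (standard error 0.20, adjusted p = 0.0739 from edgeR's test and 1.4e-06 from DESeq2's). The adjusted p of Dro, IM1 and IM2 in edgeR's test with the replicate number as a block lay between 0.0724 and 0.0898, and under the crossed pairing between 0.00155 and 0.0131. For AttC, AttA and Drs replicates within a genotype lay far apart. AttC, which overlaps another annotated gene in part, had 18209 and 32447 raw counts in the control siblings and 10218 and 3065 in the NelfA*/+ flies (log2 fold change -1.89, standard error 0.59, adjusted p = 0.181 from edgeR's test). AttA, which has a near-identical neighbouring copy, AttB, had 2240 and 2032 against 1090 and 116 (log2 fold change -1.80, standard error 0.91, edgeR adjusted p = 0.352). Drs had 3146 and 11935 against 6155 and 1693 (log2 fold change -0.89, standard error 0.80, edgeR adjusted p = 0.602), so that its genotypes overlapped, and its direction changed when control replicate 2 was left out (log2 fold change 0.32). Without NelfA*/+ replicate 1 the log2 fold changes of AttC and AttA were -2.95 and -4.11. Without NelfA*/+ replicate 2 they were -1.28 and -0.95. In edgeR's test with the block the adjusted p of AttC, AttA and Drs lay between 0.172 and 0.755. Under the crossed pairing AttC (edgeR adjusted p = 0.0120) and Drs (0.00257) passed 0.05 and AttA (0.155) did not. That pairing was added after the counts were seen, so its values lean towards small. For Drs, whose genotypes overlapped, the pass rests on the choice of pairing and shows no difference between the genotypes. Adjusted over the genes that the paper names alone, the edgeR p-values were 0.0140 for Dro and 0.00863 for IM1 and IM2. Those of AttC, AttA and Drs were 0.0448, 0.163 and 0.455. The paper named many of these genes from its analysis of the same libraries, so this adjustment leans towards small values and is no separate test.

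**Figure D1:**
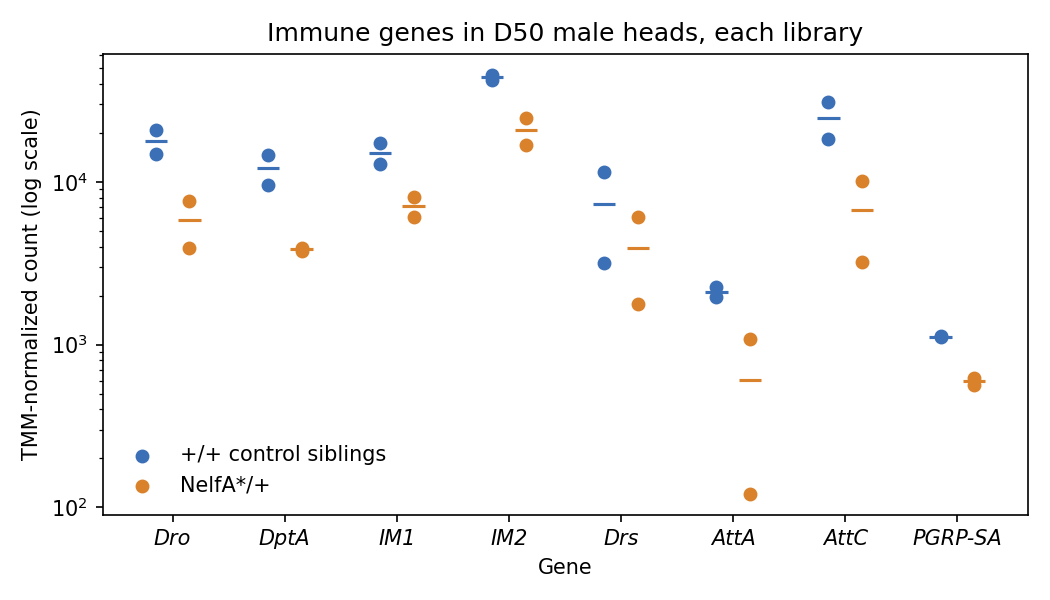
TMM-normalized counts of 8 immune genes in D50 male heads, on a log scale. Each point is 1 library and each bar the mean of the 2 libraries of a genotype; the genotypes do not overlap except for Drs, and the replicates lie far apart for Drs, AttA and AttC.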

### 2.3 *NELF* depletion induces HSPs to protect against oxidative stress

HSPs are molecular chaperones that regulate protein homeostasis in response to environmental stress (Richter et al., 2010). In accordance, ectopic expression of specific *Hsp* genes could lead to extension in *Drosophila* lifespan (Morrow et al., 2004; Wang et al., 2004). This suggests that the elevated expression of *Hsp* genes may promote the healthspan of NelfA*/+ flies. 

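In the RNA-sequencing counts, all 4 of the Hsp genes that the paper also measured by RT-PCR were higher in both NelfA*/+ libraries than in both control libraries. Hsp83 (FBgn0001233; 3L, 3192969 to 3197059), the Hsp90 gene, had 51120 ± 18561 (SD, n = 2) normalized counts in control siblings and 151402 ± 23561 (SD, n = 2) in NelfA*/+ heads, a log2 fold change of 1.57 (standard error 0.29, adjusted p = 0.0751 from edgeR's quasi-likelihood test). Hsp68 (FBgn0001230; 3R, 24055080 to 24057310) had 1082 ± 396 (SD, n = 2) and 3328 ± 418 (SD, n = 2), a log2 fold change of 1.62 (standard error 0.27, edgeR adjusted p = 0.0629). The small heat-shock protein genes lie next to each other on 3L, Hsp23 from 9381882 to 9382765 and Hsp27 from 9384063 to 9385694. Hsp23 had a log2 fold change of 1.18 (standard error 0.29, edgeR adjusted p = 0.117) and Hsp27 one of 1.03 (standard error 0.21, edgeR adjusted p = 0.0867). The spread between the control libraries was part of this: raw counts of Hsp83 were 37887 and 66914 in the control replicates, against 135393 and 160748 in the NelfA*/+ replicates, and those of Hsp68 were 800 and 1419 against 3047 and 3466. In DESeq2's Wald test all 4 genes passed an adjusted p of 0.05. In edgeR's test with the replicate number as a block, Hsp23 (adjusted p = 0.0169), Hsp68 (0.00495) and Hsp83 (0.0184) passed and Hsp27 (0.0665) did not, while under the crossed pairing Hsp27 (0.0281), Hsp68 (0.0267) and Hsp83 (0.0335) passed and Hsp23 (0.0595) did not. Adjusted over the genes that the paper names alone, the edgeR p-values of the 4 genes were between 0.00863 and 0.0187. Many of the genes so named were found in the same libraries, so these values lean towards small. Hsp68 and Hsp83 each overlap another annotated gene in part.

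**Figure D2:**
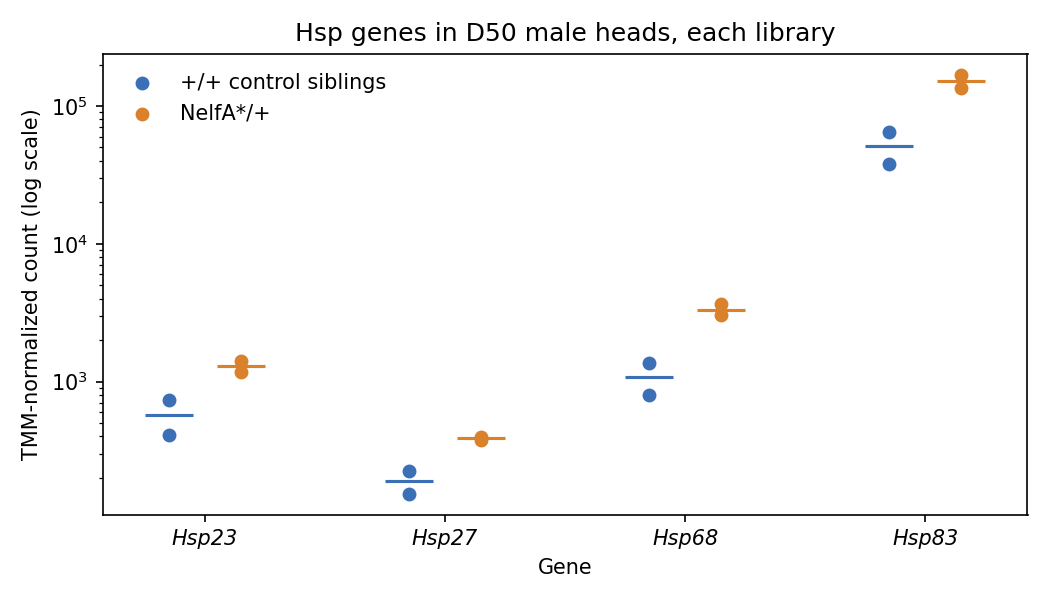
TMM-normalized counts of 4 Hsp genes in D50 male heads, on a log scale. Each point is 1 library and each bar the mean of the 2 libraries of a genotype; for each gene both NelfA*/+ libraries lie above both control libraries.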

RT‐PCR was first used to validate their expression genes in male fly heads (Figure 3a) and brains (Figure S3A). The presence of specific DNA elements, including GAGA factor binding site, initiates the recruitment and pausing of RNAPII at the promoters of *Hsp* genes (Core & Adelman, 2019). It is plausible that reduced NELF‐A level in NelfA*/+ flies (Figures 1b and S1A) may facilitate the release of paused RNAPII at *Hsp* promoters, leading to higher transcriptional output that is similar to *NELF*‐depleted S2 cells (Gilchrist et al., 2008). To test this, RNAPII chromatin immunoprecipitation (ChIP) was performed on D50 heads harvested from NelfA*/+ flies and their control siblings. Site‐specific primers on *Hsp68* and *Hsp83* genes were designed based on RNAPII‐ChIP‐seq data from KC167 cells (Figure S3B,C). IgG‐ChIP yielded undetectable signal whereas opposite patterns of RNAPII‐ChIP signals were observed at the highly transcribed *Rpl32* gene and silenced *Het3R2* region (Figure S3D). Compared to control siblings, there was significantly higher level of RNAPII enrichment at >100 nucleotides downstream of TSS, in the gene body (GB) and at the transcriptional end site (TES) of *Hsp68* and *Hsp83* genes in NelfA*/+ fly heads (Figures 3b, S3E,F). This result is consistent with the notion that lower NELF‐A protein level releases paused RNAPII for more productive transcription of *Hsp68* and *Hsp83* genes.

**FIGURE 3:**
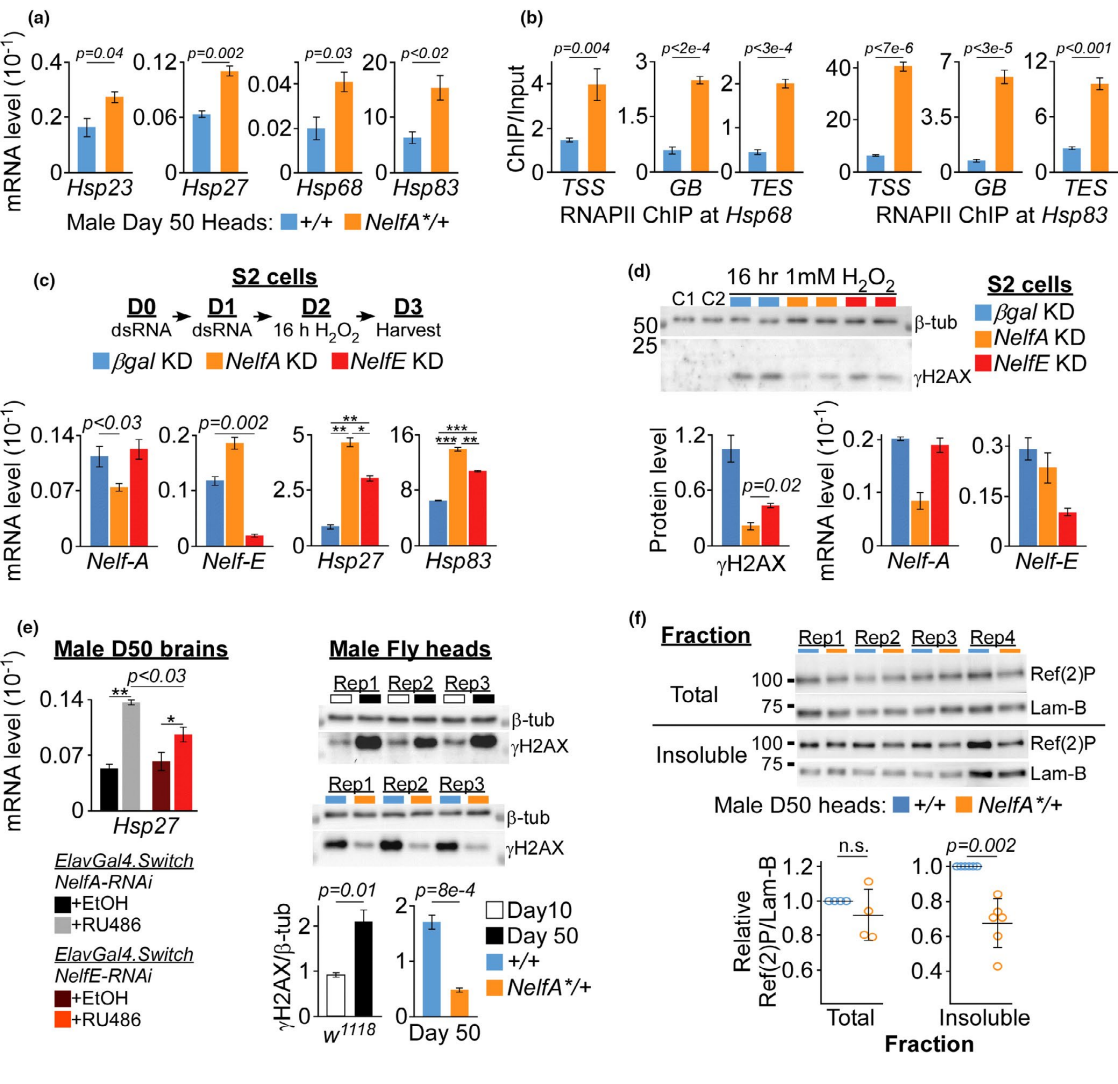
Elevated HSPs enhances stress resistance and protein homeostasis. (a) Quantification of *Hsp* genes expression in the heads of D50 male NelfA*/+ flies and their control siblings. Data presented as mean ± SEM, *n* = 3, unpaired two‐tailed *t* test. (b) RNAPII occupancy at the TSS, GB, and TES of *Hsp68* and *Hsp83* in the heads of D50 NelfA*/+ flies and their control siblings. Representative ChIP‐data presented as mean ± SD from triplicate qPCR reactions. Unpaired two‐tailed *t* test. Data of another biological replicate are presented in Figure S3. (c) Top: *NELF* genes were KD by dsRNA on Day 0 and 1 (D0, D1) followed by 16 h of 5 mM H_2_O_2_ treatment. Bottom: Quantification of mRNA expression on D3 with data presented as mean ± SD, *n* = 2. *p = 0.005; **p < 0.001 and ***p < 0.0003, unpaired one‐tailed *t* test. (d) *βgal*, *NELF*‐*A* or *NELF*‐*E* KD S2 cells treated with 1 mM H_2_O_2_ were harvested for γ‐H2AV immunoblot (Top) and RT‐PCR of *NELF* genes (Bottom). The level of γ‐H2AV was normalized to β‐tubulin and presented as mean ± SD, *n* = 2, unpaired two‐tailed *t* test. (e) Quantification of *Hsp27* expression in brains isolated from pan‐neuronal *NELF*‐*A* and *NELF*‐*E* KD flies as compared to their respective control siblings. Data presented as mean ± SD, *n* = 2. *p < 0.03; **p < 0.003, two‐tailed *t* test. (f) Top: Immunoblot of γ‐H2AV in heads of aging *w^1118^*, NelfA*/+ flies and their control siblings. Rep: biological replicate. Bottom: Data presented as mean ± SD, *n* = 3, unpaired two‐tailed *t* test. (g) Top: Immunoblot of Ref(2)P in total lysates and insoluble fraction of the heads harvested from D50 NelfA*/+ flies and their control siblings. Bottom: Graphs of individual and mean (±SD) level of total and insoluble Ref(2)P fractions. Paired two‐tailed *t* test

In S2 cells, RNAi KD of different *NELF* subunits led to increased expression of many *Hsp* genes (Gilchrist et al., 2008). The possibility of HSPs acting downstream of NELF‐A led us to question why genetic manipulation of only *NELF*‐*A*, but not other *NELF* subunits, affects animal lifespan (Figures S1G & S1H). To this end, we examined the effect of depleting either *NELF*‐*A* or *NELF*‐*E* gene in S2 cells which were then exposed to hydrogen peroxide (H_2_O_2_) treatment (Figure 3c). Double‐stranded (ds) RNA‐mediated KD of *NELF*‐*A* or *NELF*‐*E* gene led to significant reduction in their mRNA expression as compared to *βgal* KD cells (Figure 3c). Interestingly, depletion of both *NELF* genes led to elevated expression of *Hsp27* and *Hsp83* genes upon H_2_O_2_ treatment, although the level of *Hsp* genes was significantly higher in *NELF*‐*A* KD cells (Figure 3c). This suggests that *NELF*‐*A* might play a more dominant role in RNAPII pausing as compared to *NELF*‐*E*, such that its depletion can cause higher *Hsp* expression and thus better responses against oxidative stress. To test this, the level of DNA double‐stranded breaks caused by H_2_O_2_ treatment was measured by γ‐H2AV antibody. In contrast to untreated control S2 cells (C1 and C2), 16 hours of incubation with 1 mM H_2_O_2_ triggered DNA damage, as shown by γ‐H2AV accumulation in *βgal* KD cells (Figure 3d). Importantly, *NELF*‐*A* KD cells have ~five‐fold and ~two‐fold (*p* = 0.02) lower γ‐H2AV level as compared to *βgal* and *NELF*‐*E* KD cells, respectively (Figure 3d). This indicates that *NELF*‐A KD confers more robust protection against DNA damage induced by oxidative stress as compared to depleting other *NELF* subunits. As *Hsp27* gene has been shown to suppress ROS (Wyttenbach et al., 2002), we also examined its expression level in the brains harvested from flies where either *NELF*‐*A* or *NELF*‐*E* gene has been KD by RNAi (Figures 1e and S1G). Similar to S2 cells, KD of *NELF* genes led to elevated *Hsp27* expression as compared to their control siblings, with significantly higher expression observed in *NELF*‐*A* KD brains (Figure 3e). The higher expression of *Hsp* genes, coupled with more enhanced resistance against oxidative stress upon *NELF*‐*A* KD as compared to *NELF*‐*E* KD, may explain why only perturbation of *NELF*‐*A* can extend animal lifespan (Figure 1c,e).

### 2.4 Reduced DNA damage and protein aggregation in aged NelfA*/+ flies

To gain mechanistic insight into the extended healthspan, we examined several markers of aging in the head/brain tissues harvested from NelfA*/+ flies and their control siblings. Consistent with the notion that *Drosophila* undergoes age‐dependent accumulation of DNA damage, γ‐H2Av level in old D50 *w^1118^* male fly heads is significantly higher than young D10 flies (Figure 3f). In contrast, γ‐H2Av level in the heads of D50 NelfA*/+ flies was drastically lower than their control siblings and aged‐matched *w^1118^* flies (Figure 3f).

ROS accumulation can disrupt protein homeostasis to cause protein aggregation during aging (Reichmann et al., 2018). Given their roles in mediating proteostasis (Richter et al., 2010), we asked if elevated HSPs observed in NelfA*/+ fly heads may regulate the level of protein aggregation. In *Drosophila* brains, Ref(2)P marks ubiquitinated protein bodies for autophagic degradation such that the accumulation of insoluble Ref(2)P fraction denotes the formation of protein aggregates (Bartlett et al., 2011; Nezis et al., 2008). Although Ref(2)P protein in the total head lysates was relatively similar across biological replicates, the level of insoluble Ref(2)P fraction is significantly lower in NelfA*/+ fly heads as compared to their control siblings (Figures 3g and S3G). Similarly, the level of insoluble Ref(2)P protein detected in the *NELF*‐*A* KD brains is also significantly lower than their control siblings (EtOH‐ versus RU486‐treated *ElavGal4*. Switch/*NELFA*‐RNAi flies; Figure S3H,I). These results suggest that elevated level of HSPs in NelfA*/+ flies may attenuate DNA damage and protein aggregation during aging.

### 2.5 Lower ROS level is linked to enhanced stress resistance in NelfA*/+ flies

To determine if age‐dependent ROS accumulation is substantially different between NelfA*/+ flies and their control siblings, D50 brains were stained with MitoSOX^TM^ Red reagent, a dye that produces red fluorescence when oxidized by superoxide in the mitochondria. Imaging showed that the normalized MitoSOX signal in NelfA*/+ brains is significantly lower than their control siblings (Figures 4a,b, and S4A). Similarly, MitoSOX fluorescent signal is also reduced in the head, but not in the body lysates prepared from NelfA*/+ flies (Figure 4b), suggesting that NELF‐A may modulate ROS level specifically in the head/brain tissues. To determine the effect of knocking down *NELF*‐*A* gene in neuronal populations, MitoSOX signal was measured in the head and body lysates prepared from male *ElavGal4*. Switch/*NELFA*‐*RNAi* flies. Interestingly, pan‐neuronal KD of *NELF*‐*A* reduces the level of ROS in the head, but not in the body lysates (Figure S4B). This suggests that manipulating the level of NELF‐A in the brains, presumably through HSPs, is sufficient to inhibit ROS accumulation in the heads during aging. To further test if the lower ROS level translates into better protection against environmental stress, D30 NelfA*/+ flies and their control siblings were exposed to 16 hours of 1% H_2_O_2_ treatment. Surprisingly, male NelfA*/+ flies lived longer (~10% higher than untreated NelfA*/+) after H_2_O_2_ treatment whereas the mean lifespan of control siblings was reduced (~5% lower than untreated control siblings; Figure 4c). In contrast, female flies appeared to tolerate this short‐term H_2_O_2_ treatment (Figure S4C). Taken together, halving the level of NELF‐A not only lowers the accumulation of ROS, DNA damage, and protein aggregation in the head/brain tissues, it also enhances resistance against environmental stress in male NelfA*/+ flies.

**FIGURE 4:**
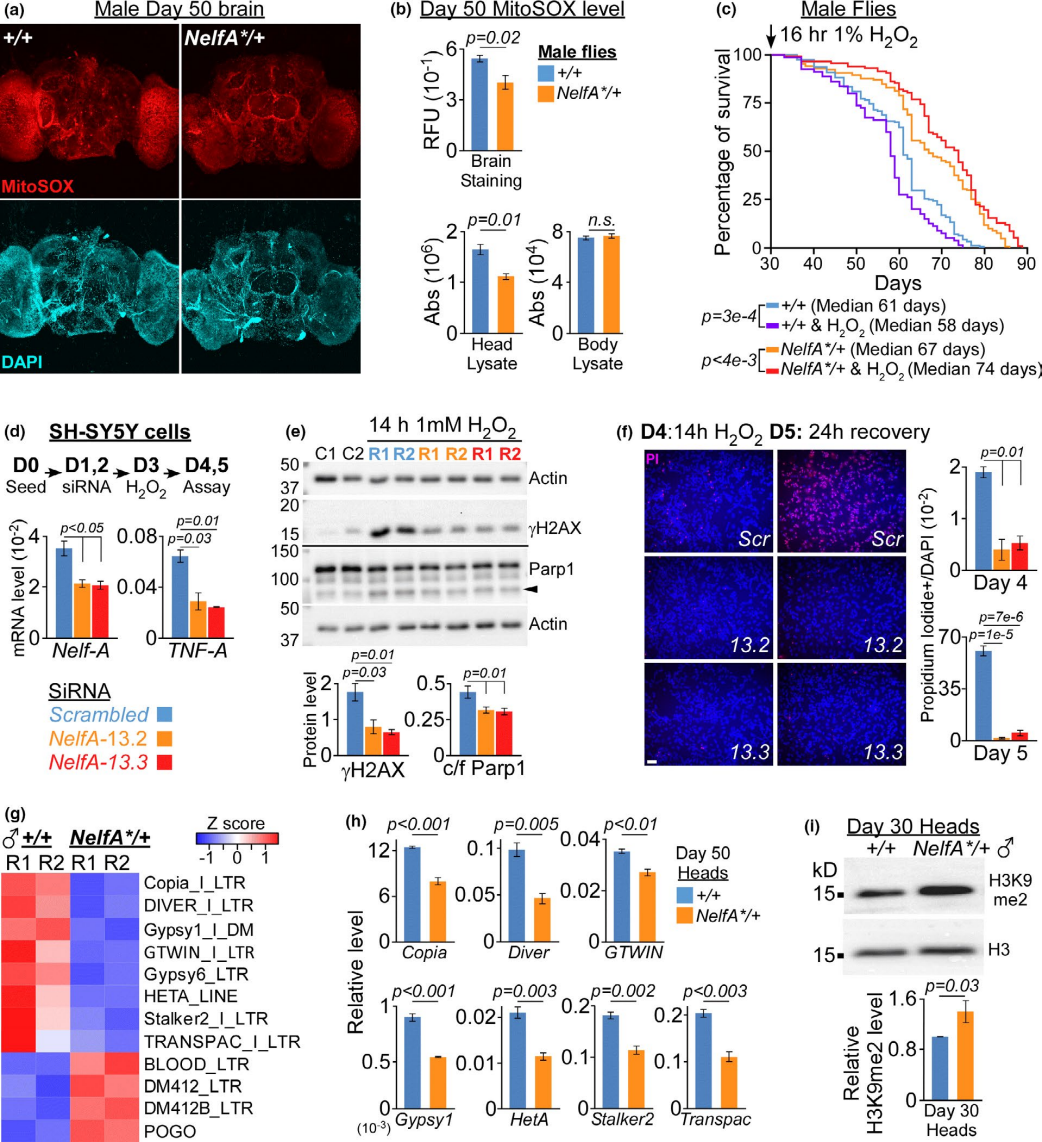
*NELF*‐*A* depletion enhances stress resistance in fly and human cells. (a) Representative confocal images of MitoSOX staining in the brains from D50 male NelfA*/+ flies and their control siblings. (b) Relative fluorescence units (RFU) of MitoSOX staining in the brains normalized to DAPI were presented as mean ± SEM, *n* = 4 (Top). Absorbance (Abs) of MitoSOX signals from the head/body lysates normalized to the protein concentration was presented as mean ± SEM, *n* = 3 (Bottom). Unpaired two‐tailed *t* test. (c) Lifespan of male NelfA*/+ flies and their control siblings that were untreated or exposed to 16 h of 1% H_2_O_2_ at Day 30. *n* = 100–120 flies per group. Log‐rank test. (D) *NELF*‐*A* gene was KD by siRNA on D1 and D2 followed by 14 h of 1 mM H_2_O_2_ treatment on D3. Cells were analyzed on D4 or D5 following 24 h recovery (Top). mRNA expression of different genes on D4. Data presented as mean ± SD, *n* = 2, two‐tailed *t* test (Bottom). (e) Immunoblot of cells lysates harvested on D4. Arrowhead indicates cleaved Parp1 (Top). Quantification of γH2AX and cleaved/full‐length (c/f) Parp1. Data presented as mean ± SD, *n* = 3, two‐tailed *t* test (Bottom). (f) Representative images of PI/DAPI staining of cells on D4 (*n* = 2) and D5 (*n* = 3) following H_2_O_2_ treatment (Left). Scale bar is 50 µM. Quantification with data presented as mean ±SD, two‐tailed t test (Right). (g) Heatmap showing retrotransposons that are differentially expressed in NelfA*/+ and their control sibling heads. R: Biological replicate. (h) RT‐PCR validation of retrotransposons in the heads harvested from D50 NelfA*/+ flies and their control siblings. Data presented as mean ± SEM, *n* = 3, unpaired two‐tailed *t* test. (i) Immunoblot of H3K9me2 in the heads of NelfA*/+ flies and their control siblings (Top). Quantification of H3K9me2 level normalized to H3 and presented as mean ± SEM, *n* = 3, unpaired two‐tailed *t* test (Bottom)

### 2.6 *NELF*‐*A* depletion enhances stress resistance in human SH‐SY5Y cells

Regulated release of paused RNAPII is crucial for the activation of pro‐survival transcriptional programs upon genotoxic stress in human cells (Bugai et al., 2019), suggesting that *NELF*‐*A*‐mediated stress responses might be highly conserved across species. Consistent with this notion, genes with highly paused RNAPII promoters are associated with DNA damage pathways in human SH‐SY5Y cells (Figure S4D, Table S2). It is plausible that depleting *NELF*‐*A* gene can facilitate productive transcription of these genes to enhance cellular stress responses like in *Drosophila*. To test this, *NELF*‐*A* gene in SH‐SY5Y cells was KD for two consecutive days (D1 and D2) by independent siRNA molecules (*NelfA*‐13.2 and *NelfA*‐13.3) before 14 h of 1 mM H_2_O_2_ treatment (D3). Cells were then harvested immediately after H_2_O_2_ treatment (D4) or allowed additional 24 h of recovery (D5; Figure 4d). Compared to scrambled (*Scr*) siRNA KD, halving the level of *NELF*‐*A* expression in SH‐SY5Y cells led to lower production of pro‐inflammatory cytokine *TNF*‐*A* (Figure 4d), reduced DNA damage marker γ‐H2AX, and apoptotic cleaved Parp1 molecules after 14 h of H_2_O_2_ treatment (Figure 4e). This indicates that depleting *NELF*‐*A* in SH‐SY5Y cells confers better protection against H_2_O_2_‐induced oxidative stress. Consistent with this notion, propidium iodide (PI) staining on D4 or after additional day of recovery (D5) showed that *Scr* KD cells have significantly higher incidence of apoptosis than *NELF*‐*A* KD cells (Figure 4f). Taken together, our results from *Drosophila* S2 and human SH‐SY5Y cells demonstrate that reducing the level of *NELF*‐*A* is sufficient to prevent DNA damage and enhance resistance against oxidative stress.

### 2.7 H3K9me2‐mediated repression of retrotransposons in NelfA*/+ flies

Accumulation of ROS and DNA damage can impact genome integrity through the activation of transposable elements (TEs; Stoycheva et al., 2010). Using TEtranscripts software, which includes TE‐associated ambiguously mapped reads in the differential expression analysis (supplementary experimental procedure), we saw significant changes in the level of specific classes of retrotransposons between D50 male NelfA*/+ flies and their control siblings (Figure 4g). Their differences were further validated by RT‐PCR with additional biological replicates (Figure 4h). The repression of *Gypsy* retroelements in NelfA*/+ flies might partially explain their improved climbing ability (Figure 1d) since age‐dependent locomotor decline has been attributed to *Gypsy* activation in the neuronal populations (Li et al., 2013).

Loss of H3K9me2/3‐heterochromatin during aging has been linked to increased TEs activation in older flies (Chen et al., 2016; Wood et al., 2016). Since heterochromatin can be regulated by transcription activities and oxidative DNA damage (Frost et al., 2016), we examined the level of H3K9me2/3 in male NelfA*/+ flies and their control siblings. Immunoblot of head lysates showed that the level of H3K9me2 in NelfA*/+ flies is about 1.4‐fold higher than their control siblings (Figure 4i). Similarly, imaging of D50 NelfA*/+ fly brains also showed higher level of H3K9me2 and H3K9me3 staining than their control siblings (Figures 5a,b, and S5A). To understand how TEs are regulated by genome‐wide H3K9me2 distribution, ChIP‐seq was performed in heads of D50 male NelfA*/+ flies and their control siblings (Figure S5B). In line with its regulatory roles in the heterochromatin, H3K9me2 peaks were enriched across the pericentromeric regions where majority of the retrotransposons reside (Figure 5c). Using adjusted *p*‐value <0.05 as cut‐off, MACS bdgdiff identified approximately 20,712 non‐differential, common H3K9me2 peaks; 9363 peaks with higher H3K9me2 level in NelfA*/+ flies; and 1,796 peaks with higher H3K9me2 level in the control siblings (Figure 5d, Table S3). More than 70% (6700/9363) of the differential H3K9me2 peaks in NelfA*/+ flies overlap with known TEs; and are located within the promoter, intronic, and distal intergenic regions (Figures 5d and S5C). The expression of *Gypsy* and *Diver* in NelfA*/+ flies is significantly lower than their control siblings. Of the TEs bound by H3K9me2, about 25% of the *Gypsy* and *Diver* TEs contain differential H3K9me2 peaks that are more enriched in NelfA*/+ flies (Figure S5D, Table S3). The differential enrichment of H3K9me2 across specific *Diver2* and *Gypsy1* loci was furthered validated by ChIP‐qPCR (Figure 5f). In contrast, there is lower percentage of differential H3K9me2 peaks at *DMRC1A*, whose expression is highly similar between NelfA*/+ flies and their control siblings (Figure S5D). These results suggest that lower NELF‐A level may promote the maintenance of H3K9me2‐marked heterochromatin regions, which in turn represses specific TEs like *Gypsy* and *DIVER* in the NelfA*/+ flies.

**FIGURE 5:**
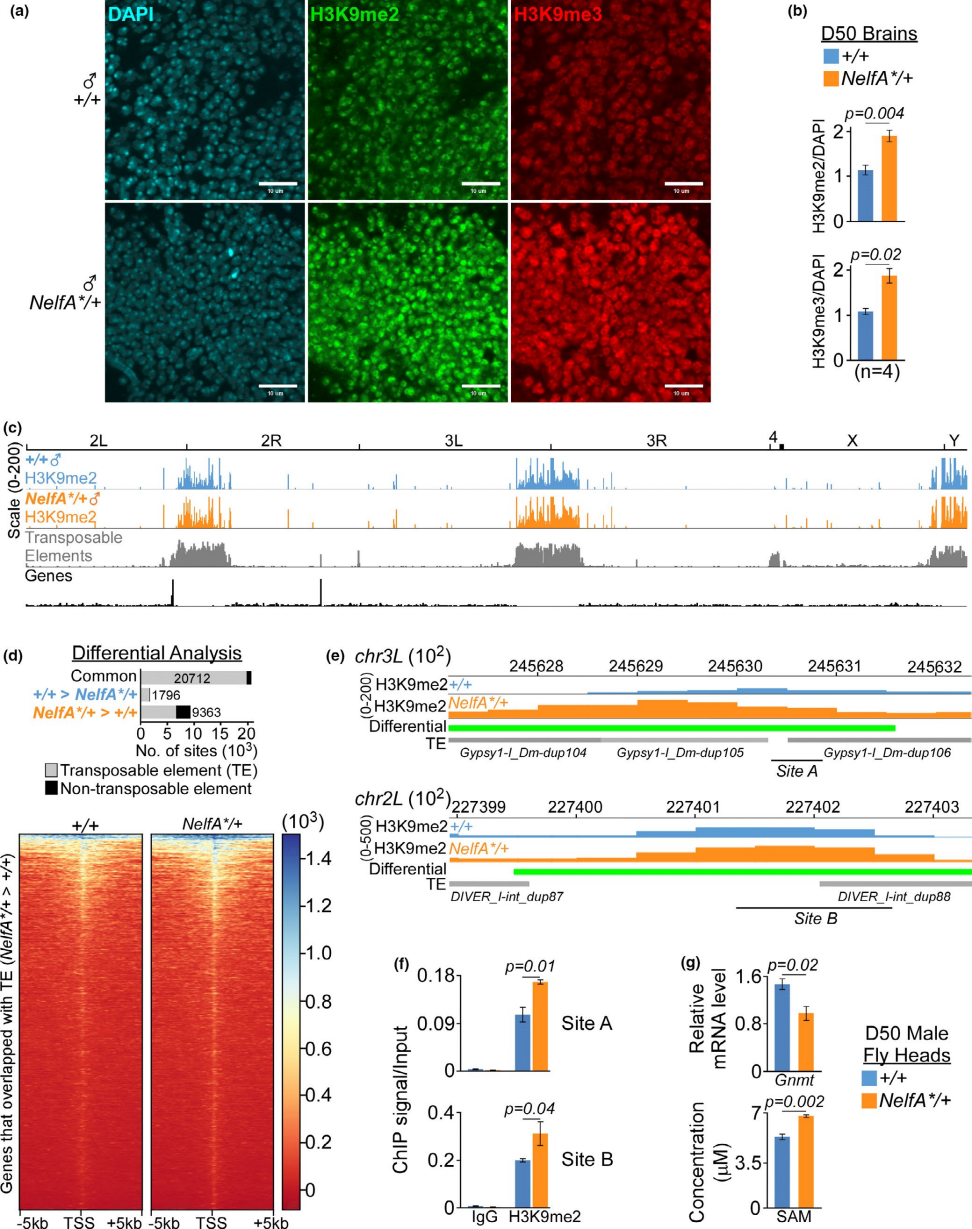
Repression of specific TEs by H3K9me2 in aging NelfA*/+ fly heads. (a) Confocal images of H3K9me2/3 staining in the brains of D50 male NelfA*/+ flies and their control siblings. Scale bar is 10 µM. (b) Quantification of H3K9me2/3 staining in D50 brains from NelfA*/+ flies and their control siblings. H3K9me2/3 normalized to DAPI was presented as mean ± SEM, *n* = 4, paired two‐tailed *t* test. (c) Integrated genomic view (IGV) of H3K9me2 MACS peaks and TEs in the D50 heads of NelfA*/+ flies and their control siblings. (d) Top: Numbers of differential H3K9me2 MACS peaks between NelfA*/+ flies and their control siblings that overlapped with TEs. Bottom: Heatmap of differential H3K9me2 peaks that are more enriched in NelfA*/+ fly heads and overlap with TEs. (e) IGV of H3K9me2 signals from NelfA*/+ flies (orange) and their control siblings (blue), differential peaks called by MACS bdgdiff (green), TE insertion (gray), and qPCR sites. (f) ChIP‐qPCR validation of H3K9me2 signal at site A and B. Data presented as mean ± SD, *n* = 2, unpaired one‐tailed *t* test. (g) Quantification of *Gnmt* and SAM level in the heads of D50 NelfA*/+ flies and their control siblings. Data presented as mean ± SEM, *n* = 3, unpaired two‐tailed *t* test

### 2.8 GNMT may promote H3K9me2 level through SAM in NelfA*/+ fly heads

To understand what contributes to the increased H3K9me2/3 level in old NelfA*/+ flies, we examined the expression pattern of genes that regulate H3K9me2/3 modifications directly or via carbon metabolism (Table S1). Unlike *Su(var)3*–*9*, *dKDM4A*,, and *dKDM4B* genes, the expression of glycine N‐methyltransferase (*Gnmt*) was significantly downregulated in NelfA*/+ flies (Figure 5g). 

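In the RNA-sequencing counts of D50 heads, Gnmt (FBgn0038074; 3R, 12674608 to 12676084) had 35173 ± 679 (SD, n = 2) normalized counts in control siblings and 23658 ± 6082 (SD, n = 2) in NelfA*/+ heads. Its log2 fold change was -0.57 (standard error 0.19), with an adjusted p of 0.198 from edgeR's quasi-likelihood test. DESeq2's Wald test on the same counts gave an adjusted p of 0.0319. The block on the replicate number gave an adjusted p of 0.258 in edgeR's test, and under the crossed pairing it was 0.0589. Adjusted over the genes that the paper names alone, the edgeR p-value of Gnmt was 0.0496. Many of these genes were named from the same libraries, so this value leans towards small. The NelfA*/+ replicates differed from each other, with raw counts of 28094 and 18515 against 34594 and 37135 in the control siblings, and the log2 fold change was -0.86 without NelfA*/+ replicate 1 and -0.33 without replicate 2. Gnmt overlaps another annotated gene in part, so that some of its reads could have been set aside as ambiguous. For the H3K9 demethylase genes no difference between the genotypes was detected. Kdm4A (2R, 7922775 to 7924988) had 764.1 ± 58.2 (SD, n = 2) normalized counts in control siblings and 733.2 ± 27.7 (SD, n = 2) in NelfA*/+ heads (log2 fold change -0.060, standard error 0.087, edgeR adjusted p = 0.755), and its direction changed when control replicate 1 was left out (log2 fold change 0.017). Kdm4B (2R, 13176553 to 13198337), which overlaps another annotated gene in part, had 281.7 ± 7.29 (SD, n = 2) and 292.9 ± 16.0 (SD, n = 2) (log2 fold change 0.057, standard error 0.12, edgeR adjusted p = 0.837). The H3K9 methyltransferase gene Su(var)3-9 (3R, 15259864 to 15263458) lies inside another gene of the annotation and is listed at 0 in all 4 libraries, as nearly all such genes are, so that its level could not be compared.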

GNMT is a metabolic enzyme that regulates the ratio of S‐adenosylmethionine (SAM) to S‐adenosylhomocysteine (SAH; Luka et al., 2009). Histone methyltransferase (HMT) utilizes SAM as the methyl donor to methylate histone residues, in the process releasing SAH which may inhibit HMT *via* negative feedback mechanism. In *w^1118^* fly heads, there is significant increase in *Gnmt* expression and concomitant drop in SAM concentration during aging (Figure S5G). The lower expression of *Gnmt*, which coincides with increased SAM concentration, might contribute to the maintenance of H3K9me2‐enriched heterochromatin in the heads/brains of old NelfA*/+ flies as compared to their control siblings.

## 3 DISCUSSION

Through functional analyses and epigenome profiling, we showed that the level of NELF‐A in the head tissues plays an important role in regulating *Drosophila* healthspan. As RNAPII pausing is the rate‐limiting step in the transcription of many *Hsp* genes (Lis et al., 2000; Wu et al., 2003), lowering the level of NELF‐A in either NelfA*/+ flies or by pan‐neuronal *NELF*‐*A* KD might facilitate the release of paused RNAPII and increase its productive elongation of these genes (Figure 3a,b). Consistent with their roles in extending lifespan (Biteau et al., 2010; Morrow et al., 2004; Wang et al., 2004) and suppressing neurotoxicity in fly Huntington's disease model (Warrick et al., 1999), our data indicate that elevated HSPs are likely driving the improved healthspan in *NELF*‐*A* depleted flies (Figure 1). Indeed, the level of systemic inflammation (Figure 2), DNA damage (Figure 3f), protein aggregation (Figure 3g), and ROS (Figure 4) in the brains/heads of NelfA*/+ flies is significantly lower than their control siblings. These molecular signatures also coincide with their enhanced resistance against external oxidative stress during aging (Figure 4c). Moreover, as oxidative DNA damage can lead to chromatin relaxation and heterochromatin loss (Frost et al., 2016), reduced ROS may also promote the maintenance of H3K9me2‐enriched heterochromatin and concomitant repression of TEs in aged NelfA*/+ flies as compared to their control siblings (Figure 5). Although H3 K9 methylation is more favorable with the increased SAM concentration, it remains unclear how *Gnmt* expression may be downregulated in NelfA*/+ flies.

Unexpectedly, animal lifespan is only affected by *NELF*‐*A* perturbation even though depleting other *NELF* subunits was sufficient to induce the expression of *Hsp* genes in S2 cells (Gilchrist et al., 2008). Biochemical and structural studies showed that NELF‐A mobile C‐terminal domain plays a more important role in stabilizing RNAPII pausing complex than NELF‐E subunit (Narita et al., 2003; Vos et al., 2018). Consistent with these findings, there is higher expression of *Hsp* genes in conjunction with reduced DNA damage in *NELF*‐*A* KD cells as compared to *NELF*‐*E* KD cells (Figure 3c‐e). *In vitro* RNA extension assay reveals that NELF‐A, and not NELF‐E, is required for RNAPII pausing (Vos et al., 2018). It is likely that perturbating *NELF*‐*E* or other subunits might not elicit sufficient change in the level of HSPs to influence animal lifespan. Moreover, the expression of *NELF*‐*A* gene in fly heads is ~7–10‐fold higher than *NELF*‐*E* and *NELF*‐*B* respectively (Figure S2F), suggesting that *NELF*‐*A* may play a more dominant role in gene regulation than other *NELF* subunits in the head tissues.

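The raw counts of Nelf-A came to 3547 ± 58.7 (SD, n = 2) in the heads of D50 control siblings. Nelf-E (FBgn0017430; 3L, 8599442 to 8600879) had 483.5 ± 38.9 (SD, n = 2) and NELF-B (FBgn0027553; X, 7725996 to 7728361) had 369.5 ± 37.5 (SD, n = 2). TH1, the fly NELF-D gene (FBgn0010416; X, 16388820 to 16391438), had 1481 ± 39.6 (SD, n = 2). Within a library, the count of Nelf-A was 7.36 ± 0.714 (SD, n = 2) times that of Nelf-E and 9.66 ± 1.14 (SD, n = 2) times that of NELF-B in the control siblings. In NelfA*/+ heads these ratios were 4.80 ± 0.531 (SD, n = 2) and 6.20 ± 0.349 (SD, n = 2). Raw counts grow with the length of a transcript, and the annotated exons of Nelf-A cover 4648 bases, against 1227 for Nelf-E, 2226 for NELF-B and 2297 for TH1. Per kilobase of exon, Nelf-A was 1.94 ± 0.188 (SD, n = 2) times as high as Nelf-E and 4.62 ± 0.545 (SD, n = 2) times as high as NELF-B in control siblings, and 1.18 ± 0.0512 (SD, n = 2) times as high as TH1. In NelfA*/+ heads these ratios per kilobase were 1.27 ± 0.140 (SD, n = 2), 2.97 ± 0.167 (SD, n = 2) and 0.848 ± 0.0247 (SD, n = 2), so that TH1 was then above Nelf-A. No test was made between genes. Nelf-E overlaps another annotated gene in part, so that some of its reads could have been set aside as ambiguous. For the other subunits no difference between the genotypes was detected, with log2 fold changes of 0.080 for Nelf-E, 0.095 for NELF-B and -0.059 for TH1 and adjusted p between 0.685 and 0.756 in edgeR's quasi-likelihood test. The direction of Nelf-E changed when NelfA*/+ replicate 2 was left out (log2 fold change -0.041). From the raw counts (Fig. S2F) the paper proposes that NELF-A may have a more dominant role in gene regulation than the other subunits in head tissues.

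**Figure D3:**
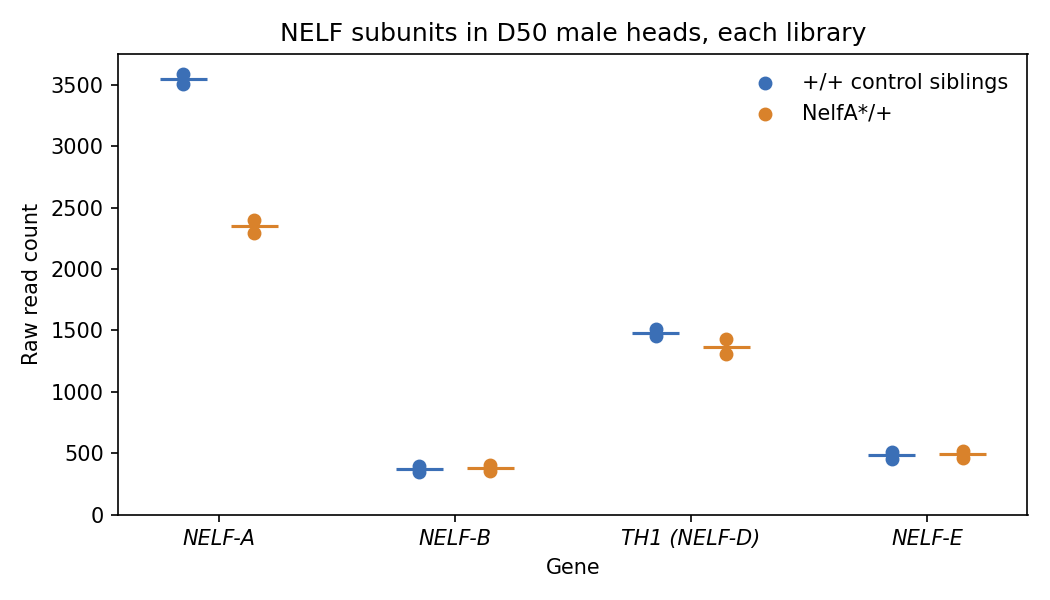
Raw read counts of the genes of 4 NELF subunits in D50 male heads. Each point is 1 library and each bar the mean of the 2 libraries of a genotype; Nelf-A has the highest raw counts in both genotypes, which are not corrected for the length of the transcripts.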

In aging flies, elevated Rel level in the fat bodies and brains triggers systemic inflammation to cause gut hyperplasia (Chen et al., 2014) and neurological decline, respectively (Kounatidis et al., 2017). Interestingly, NELF depletion has been shown to attenuate immune responses *via* distinct mechanisms in different model systems. In S2 cells and *Drosophila* larvae, *NELF* KD downregulates the basal expression of many components of the immune signaling pathways (including Rel), thereby reducing the activation of *AMP* genes (Gilchrist et al., 2012). In mouse macrophage, knocking out *NELF* increases the expression of key anti‐inflammatory cytokine IL‐10 through AP‐1‐dependent transcriptional circuit (Yu et al., 2020). Despite having similar level of Rel, the brains/heads of D50 NelfA*/+ flies has significantly lower *AMPs* expression than their control siblings. This is indicative of less systemic inflammation, a likely consequence of enhanced HSP‐mediated protection. 

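Of the neuropeptide genes, 2 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test over all genes. Dsk (Drosulfakinin, FBgn0000500; 3R, 4189692 to 4190260) had 1679 ± 251 (SD, n = 2) normalized counts in control siblings and 3119 ± 95.3 (SD, n = 2) in NelfA*/+ heads, a log2 fold change of 0.89 (standard error 0.12, adjusted p = 0.0420 from edgeR's test, 0.0211 with the replicate number as a block and 0.00797 under the crossed pairing). Dh31 (Diuretic hormone 31, FBgn0032048; 2L, 8491868 to 8506845) had 4646 ± 60.5 (SD, n = 2) and 6347 ± 92.2 (SD, n = 2), a log2 fold change of 0.45 (standard error 0.06, adjusted p = 0.0420 from edgeR's test). Under the block Dh31, which overlaps another annotated gene in part, no longer passed (edgeR adjusted p = 0.133), and under the crossed pairing it did (0.0120). Without the filter on low counts neither gene passed (edgeR adjusted p of 0.0661 for Dsk and 0.0607 for Dh31), and in limma-voom Dh31 did not (adjusted p = 0.0582). These 2 genes, of 23 neuropeptide genes with a mean normalized count above 500, were more than expected from the 28 genes called higher among 6592 (odds ratio 24.0, Fisher's exact test, two-sided, adjusted p = 0.0208 over 5 lists). With all tested genes as the background the adjusted p was 0.0897 in Fisher's exact test, and with DESeq2's calls, which held 14 of the 23, it was 2.3e-15.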

The potential pro‐longevity effects of other neuropeptides and signaling pathways in NelfA*/+ flies will warrant further studies (Figure 2b).

The pro‐longevity role of NELF‐A appears to be restricted to the brains since depleting NELF‐A in the neuronal populations, but not in fat bodies, affects the animal healthspan (Figure S1). Similarly, ROS level is significantly reduced only in the brain/head tissues of NelfA*/+ flies as compared to their control siblings (Figure 4b). In developing mouse cortex, epigenetic profiling of neural progenitor cells (NPC) and differentiated neurons revealed that the promoters of many DNA damage response and repair genes have highly paused RNAPII (Liu et al., 2017). Moreover, GO analysis showed that these genes are associated with molecular functions like NF‐κB and HSP binding (Figure S5D, Table S2), suggesting the release of paused RNAPII may be the rate‐limiting step in their transcription. In human cells, activation of P‐TEFb by RNA‐binding motif protein 7 is necessary to release paused RNAPII for productive transcription of DNA damage response genes upon genotoxic stress (Bugai et al., 2019). Consistent with these findings, *NELF*‐*A* KD in human SH‐SY5Y cells led to better protection against H_2_O_2_‐induced DNA damage and apoptosis than *Scr* KD cells (Figure 4d,f). These results suggest that regulation of stress‐responsive genes by NELF‐A mediated RNAPII pausing is likely to be conserved across different species.

Although it remains to be seen if *NELF*‐*A* affects lifespan in mammals, several lines of evidence indicate that lowering the level of NELF may have wider implications in regulating human health and disease state. NELF‐A is a prognostic marker of liver cancer such that higher level of protein expression correlates with unfavorable survival probability in patients (proteinatlas.org). Conversely, knocking down *NELF*‐*B* gene in hepatocellular carcinoma cells is sufficient to reduce cellular proliferation and migration (El Zeneini et al., 2017). In mouse, *microRNA*‐*133 *has been demonstrated to inhibit cardiac hypertrophy through repressing the translation of *RhoA*, *Cdc42*, and *NELF*‐*A* mRNA (Care et al., 2007). Conversely, overexpression of NELF‐A in cardiomyocytes can induce hypertrophic gene program (Care et al., 2007). Further studies on RNAPII pausing in mammalian systems under different contexts might provide insights into its roles in regulating stress responses and aging transcriptome. Investigation of direct NELF targets would complement these studies and potentially lead to the discovery of pro‐longevity or specific therapeutic strategies.

### 3.1 Experimental procedures

Additional experimental procedures are described in supporting information (SI).

### 3.2 Fly strains

The following lines were from the Bloomington Stock Center (BL): *Nelf*‐*A^KG09483^* (BL#15189), *Nelf*‐*A* RNAi HMS00686 (BL#32897), *Nelf*‐*B* RNAi HMS00165 (BL#34847), *Nelf*‐*D* RNAi HMS00283 (BL#42931), *Nelf*‐*E* RNAi *P{UAS*‐*Nelf*‐*E*.*IR}17A10* (BL#6788). *Hsp70*‐*Gal4* line was from Dr Yu CAI. GeneSwitch (GS) tissue‐specific *Gal4* drivers used: pan‐neuronal *elav*‐*Gal4*::*GS* (BL#43642), abdomen fat‐body *106*‐*Gal4*::*GS* (BL#8151) and head fat‐body *bun*‐*Gal4*::*GS* (BL#8527).

### 3.3 Transgenic flies

PCR amplified full‐length *NELF*‐*A* (SD07139, DGRC) and *NELF*‐*E* (RE14181, DGRC) cDNAs were cloned into pENTR/D‐TOPO and pAWM vectors with Gateway kit (Invitrogen). *NELF* cDNAs with c‐terminal myc‐tag were PCR amplified from pAWM vector, cut with *BamHI*/*XbaI*, and cloned into *BglII*/*Xbal* sites on *pUAST* vector. Constructs were sequenced and sent to Bestgene Inc to make transgenic fly. Homozygous lines (*w^1118^* background) are denoted as *UAS*‐*NelfA*‐*6myc* and *UAS*‐*Nelf*‐*E*‐*6myc*.

### 3.4 Ectopic expression or tissue‐specific depletion of different NELF subunits

*Hsp70*‐*Gal4* females were backcrossed to *w^1118^* males for >10 generations to obtain *Hsp70*‐*Gal4*/+ flies. Backcrossed *Hsp70*‐*Gal4*/+ virgin females were mated with homozygous *UAS*‐*NelfA*‐*6myc* or *UAS*‐*Nelf*‐*E*‐*6myc* males. F1 offspring were cultured in 30°C to induce ectopic *NELF* expression.

The *UAS*‐*RNAi* males were mated to *GeneSwitch* drivers. F1 offspring were cultured in media containing either ethanol or 120 mg/ml of mifepristone (RU486, Sigma).

### 3.5 Lifespan assay

*Nelf*‐*A^KG09483^*/*Tm3* virgin females were backcrossed to *w^1118^* males for >10 generations to obtain *Nelf*‐*A^KG09483^*/+ mutants (NelfA*/+) and control siblings (+/+) with similar genetic background. Twenty flies were housed in a vial (diameter 2.5 cm, height 9.5 cm) with 5 ml of standard fly media. Food was changed every two days with daily recording. Data were plotted with Prism GraphPad and statistical significance calculated by log‐rank Mantel‐Cox's test. There were at least 100 flies per aging assay.

### 3.6 Negative geotaxis (climbing) assay

About 10–15 age‐matched flies were transferred to fresh food a day before assay. On the day of assay, flies were transferred without CO_2_ anesthesia into glass cylinder (height 22 cm, diameter 2.5 cm, capacity 50 ml, AS ONE) capped with cotton plug. The flies were tapped to the bottom and distance ascended in 6 s (D20, 30) or 10 s (D50) was captured by digital camera. This was repeated to obtain sizeable number for each genotype. Data were plotted with Prism GraphPad and statistical significance calculated by Mann–Whitney test.

### 3.7 Oxidative stress test and ROS measurement

For short‐term stress, Day 30 (D30) flies were transferred to 1% agar containing 1% sucrose, 1% nipagin, 1% H_2_O_2_ for 16 h and returned to regular media. To image brain ROS level, D50 fly brains dissected in cold Hank's Balance Salt solution (HBSS) were incubated with 5 μM MitoSOX (Invitrogen, M36008) and Hoechst for 30 min at room temperature. After three rounds of cold PBS wash, brains were mounted in VECTASHIELD (Vector Labs). Z‐stack images were taken with confocal microscope (FV3000, 20X objective) and the total fluorescence intensity was quantified with ImageJ. Relative cells fluorescence unit (CFU) was obtained by dividing MitoSOX signal over Hoechst staining. To quantify ROS level in the lysates, 10 heads or bodies dissected from D50 flies were homogenized in cold PBS with protease inhibitors cocktail (Roche) and sonicated (30 s ON/OFF, high settings, 5 cycles, Bioruptor UCD‐200TO). 10 μl of diluted (1:5) lysates were incubated in 300 μl of 5 μM MitoSOX for 10 min at room temperature. Fluorescence was measured by luminescence spectrometer (Tecan Spark Multimode Reader, SCIMED) at 510 nm excitation and 580 nm emission. The absorbance was normalized to the protein concentration (Bradford assay, Bio‐Rad).

### 3.8 Immunoblot and antibodies

For total lysates, 10 fly heads were homogenized in 100 μl of 1 x Laemmli buffer and boiled for 10 min. To separate soluble from insoluble fraction (Bartlett et al., 2011), 10 fly brains/heads were homogenized in ice‐cold 1% Triton‐X 100 in PBS with protease inhibitors cocktail (Roche). About 10% volume was kept as total fraction while the rest centrifuged at 14,000 g for 10 min at 4°C. The supernatant collected is the soluble fraction while the pellet was resuspended in SDS extraction buffer (50 mm Tris, pH 7.5, 2% SDS, protease inhibitors cocktail) and sonicated. Following 10 minutes of 14,000 g centrifugation at room temperature, the supernatant from the SDS extraction buffer was collected as the insoluble fraction. Antibodies used are: NELF‐A (in‐house, 1:500), Myc (A14, Santa Cruz, 1:3000), Ref(2)P (ab178440, Abcam, 1:500), γ‐H2Av (UNC93‐5.2.1, DSHB, 1:500), *β*‐tubulin (E7, DSHB, 1:3000), lamin‐Dm0 (67.10‐s, DSHB, 1:3000), H3K9me2 (ab1220, Abcam, 1:1000), and histone H3 (ab1791, Abcam, 1:5000).

### 3.9 RNA isolation, RNA‐seq, and data processing

Total RNA was isolated from 20 x D50 fly heads using RNAzol®RT (Sigma) protocol and sequenced by BGI (Hong Kong). RNA‐seq dataset was processed and analyzed according to previous methods detailed in SI.

### 3.10 Chromatin Immunoprecipitation (ChIP) and sequencing

ChIP and library amplification were performed according to previous protocol detailed in SI. For each biological replicate, 100 fly heads and 5 μg of antibody (H3K9me2, ab1220 and RNAPII, CTD4H8) were used.

### 3.11 S2 cells culture, dsRNA KD, and H_2_O_2_ treatment

*NELF*‐*A* and *NELF*‐*E* dsRNA was generated with Ambion MEGAscript T7 kit using PCR template. On Day 0 (D0), 0.5e^6^ of S2 cells were seeded in 0.5 ml of serum‐free medium (SFM, Gibco™, 21720024) in a 24‐well plate. Cells were transfected with 4 µg of dsRNA (βgal, *NELF*‐*A*, and *NELF*‐*E*) with 4 µl of Cellfectin™ II (ThermoFisher, 10362100) for 2 h. SFM was replaced with 0.5 mL of full media. After 24 h (D1), second round of transfection was performed with 8 µg of dsRNA and 8 µl of Cellfectin. On D2, cells were split evenly into two wells and incubated with either 1 or 5 mM of H_2_O_2_ for 16 h. On D3, cells were washed twice with PBS and harvested for analyses.

### 3.12 siRNA KD and H_2_O_2_ treatment of SH‐SY5Y cells

About 0.2e^6^ cells/well were seeded in a 24‐well plate on Day 0 (D0). Cells were transfected with 40 nM of Dicer‐Substrate Short Interfering RNAs (DsiRNA) using 0.75 µl of Lipofectamine^TM^ 3000 and 1 µl of P3000 per reaction (Invitrogen) on D1. Scrambled control (51‐01‐19‐09) and *NELF*‐*A* (hs. Ri.NELFA.13.2 or hs. Ri.NELFA.13.3). DsiRNA were purchased from IDT. Following 24 h of incubation, cells were replenished with 0.5 ml of fresh media and transfected again with 40 nM of DsiRNA (D2). On the following day, cells were replaced with fresh media containing 1 mM of H_2_O_2_ (D3). Following 14 h of H_2_O_2_ treatment, cells were washed twice with PBS to remove dead floating cells (D4). The attached cells were either harvested for analyses (western/mRNA/staining with propidium iodide and DAPI) or replenished with fresh medium (D4). Following 24 h recovery, cells were stained with PI and DAPI (D5). The antibodies used were phospho‐H2AX (sc‐517348), PARP‐1 (Active Motif 39561), and β‐actin (A2228, Sigma).

### 3.13 Primers list

Primers sequences are listed in Table S4.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

ZKN & CTO conceived and designed this study. ZKN & WQL performed the experiments. ZKN analyzed experimental results. ZKN & CTO wrote and reviewed the manuscript.

## Supporting information

Supplementary Material Click here for additional data file.

## Data Availability

RNA‐seq and ChIP‐seq dataset have been deposited in GEO with accession code GSE155940.

# Supplementary material for: NELF‐A controls Drosophila healthspan by regulating heat‐shock protein‐mediated cellular protection and heterochromatin maintenance
**Source:** Aging Cell. 2021 Mar 31;20(5):e13348. doi: 10.1111/acel.13348
**Supplement:** Supplementary file 1 — Supplementary Material

## **Appendix S1: Supporting information**

**NELF-A controls *Drosophila* healthspan by regulating heat-shock protein-mediated cellular protection and heterochromatin maintenance.**

Zhen-Kai Ngian<sup>1,2</sup>, Wei-Qi Lin<sup>1</sup>, Chin-Tong Ong<sup>1,2\*</sup>

**Supplementary Figures 1-5 and legend**

**Description of Supplementary Tables**

**Supplementary experimental procedures**

**Supplementary references**

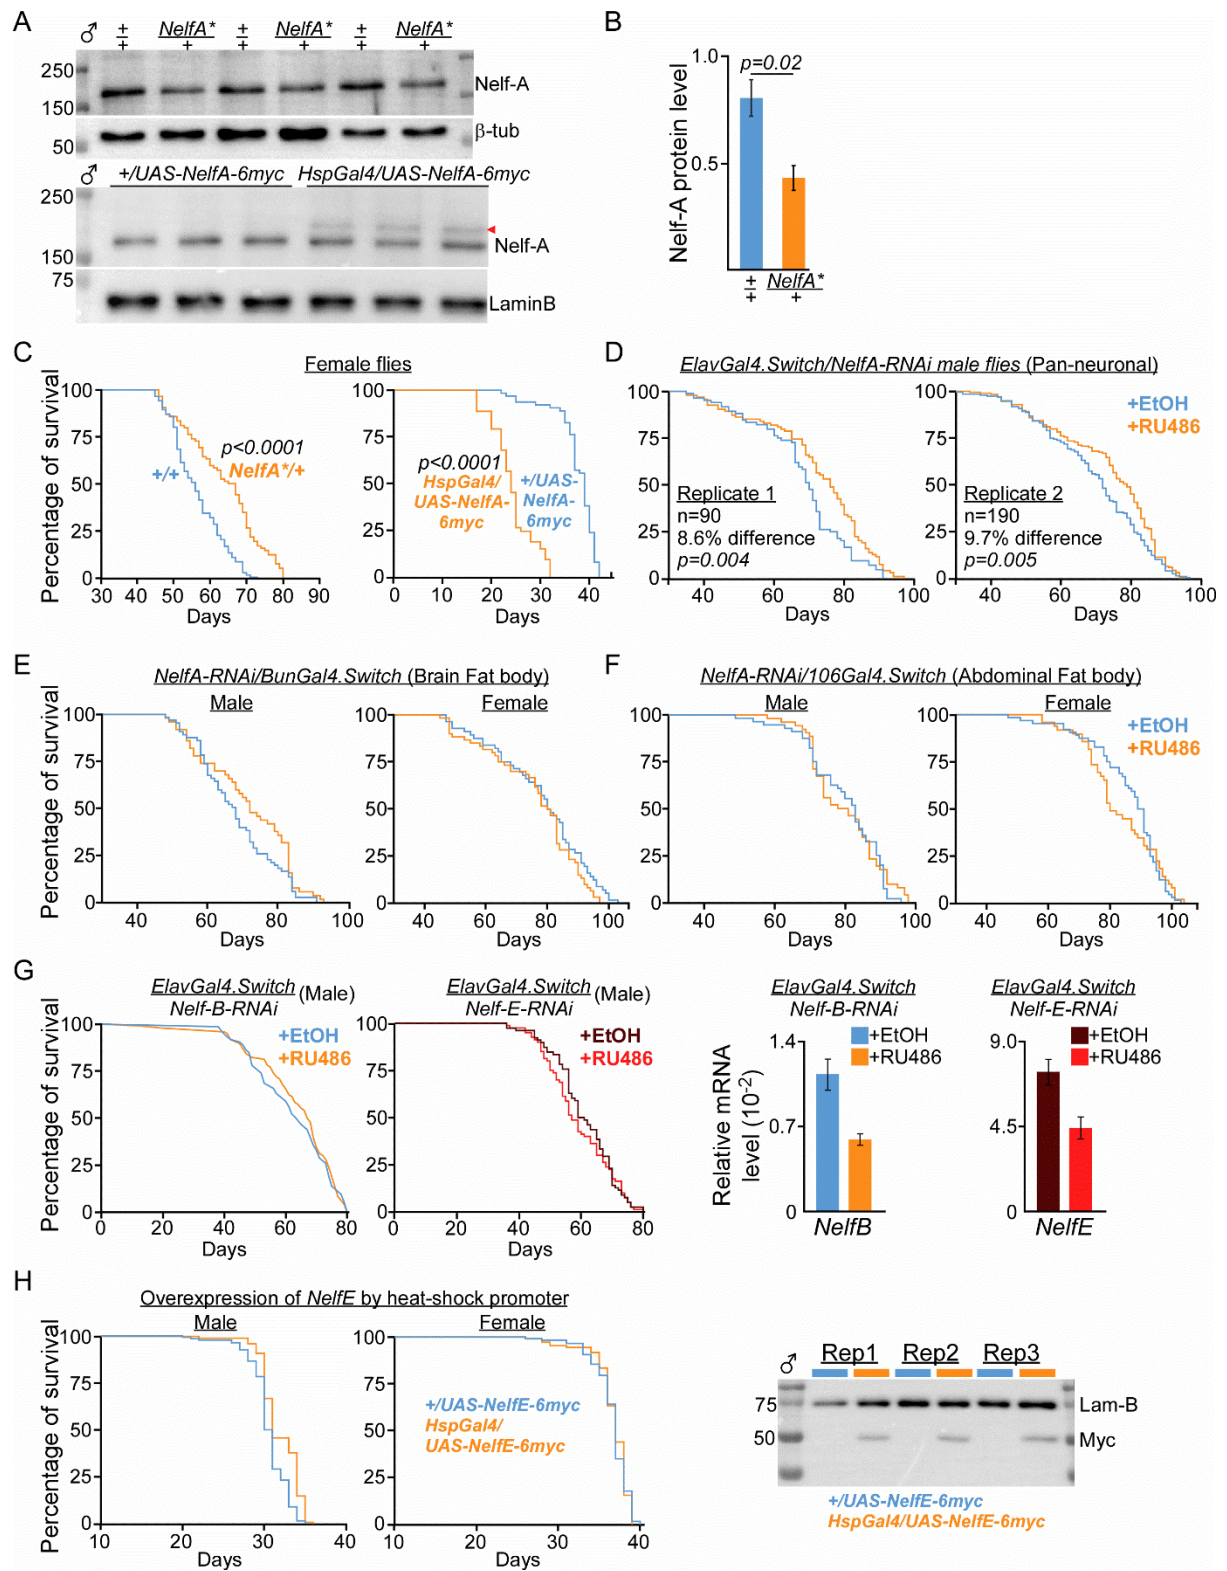

**Supplementary Figure 1. Neuronal KD of *NELF-A*, but not other subunits, promotes animal healthspan**

(A) Immunoblot of NELF-A protein across multiple biological replicates of *NelfA*<sup>\*/+</sup> flies, *Hsgal4/UAS-NelfA-6myc* lines and their respective control siblings. Each lane contains five male adult fly heads.

(B) Quantification of NELF-A protein in the heads harvested from male *NelfA*<sup>\*/+</sup> flies and their control siblings. Data presented as mean  $\pm$  SEM, biological replicates = 3, paired two-tailed *t*-test. Each biological replicate has five adults fly heads.

(C) Lifespan assay of female *NelfA*<sup>\*/+</sup> flies (+ 19.6%), *Hsgal4/UAS-NelfA-6myc* flies (- 32.1%) and their respective control siblings. n = 220-240 from combining two independent aging cohorts. Log-rank test.

(D-H) Perturbation of NELF-A, but not other subunits, affects animal lifespan.

(D) Lifespan assay of EtOH- or RU486-treated *ElavGal4.Switch/NelfA-RNAi* male flies. Log-rank test

(E, F) Lifespan assay of flies where *NELF-A* was KD in either brain or abdominal fat bodies.

(G) Left: Lifespan assay of male flies with pan-neuronal KD of either *NELF-B* or *NELF-E* gene. Right: RT-PCR quantification of *NELF-B* and *NELF-E* genes expression in the brains of the EtOH- and RU486-treated flies.

(H) Left: Lifespan assay of *Hsgal4/UAS-NelfE-6myc* flies and their control siblings. Right: Immunoblot of myc-tag NELF-E protein in *Hsgal4/UAS-NelfE-6myc* flies but not in their control siblings.

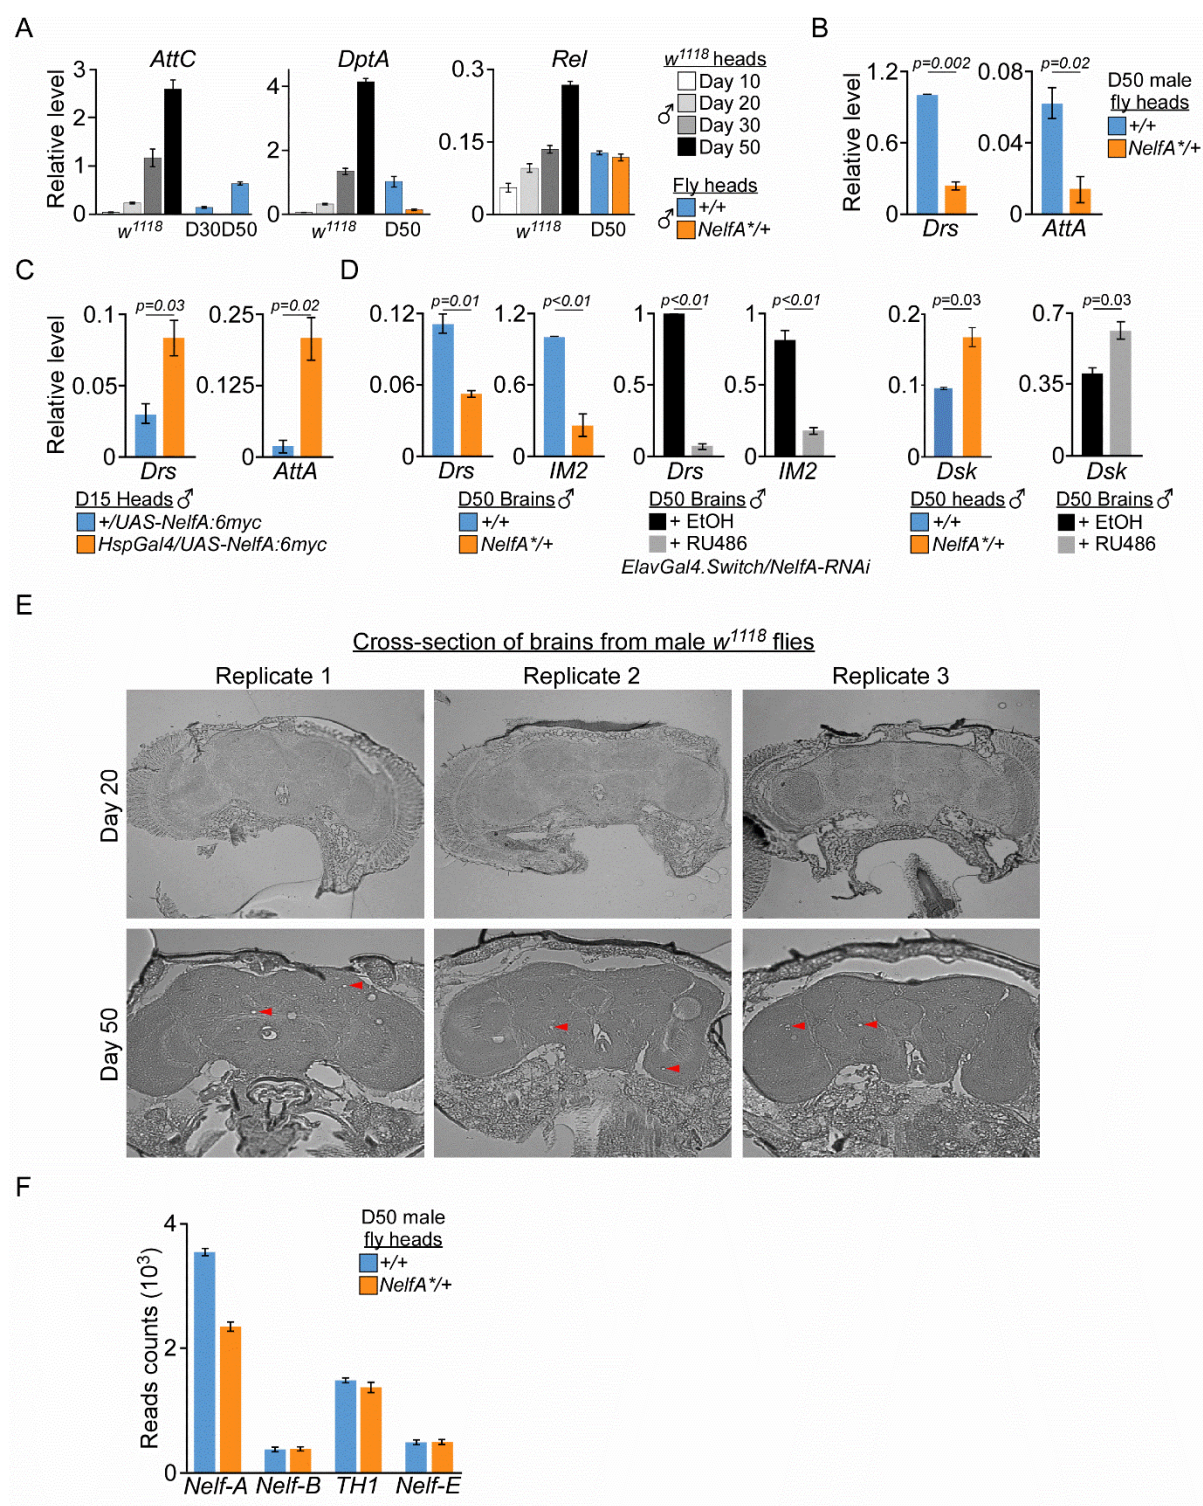

**Supplementary Figure 2. Age-dependent increase in immune response genes expression and neurodegeneration are attenuated in *NelfA*<sup>\*/+</sup> flies**

(A) Quantification of AMPs (*AttC*, *DptA*) and *Rel* expression in the heads of aging  $w^{1118}$  flies, Day 50 *NelfA*<sup>\*/+</sup> flies and their control siblings.

- (B) Quantification of *AMPs* expression in heads of male *NelfA*<sup>\*/+</sup> flies and their control siblings. Data presented as mean  $\pm$  SEM, n = 3, unpaired, two-tailed *t*-test.
- (C) Quantification of *AMPs* expression in the heads of male *Hsgal4/UAS-NelfA-6myc* flies and their control siblings. Data presented as mean  $\pm$  SD, n = 2, unpaired, two-tailed *t*-test.
- (D) Quantification of *AMPs* expression in the brains isolated from male *NelfA*<sup>\*/+</sup> flies, RU486-treated *ElavGal4.Switch/NelfA-RNAi* flies and their respective control siblings. RT-PCR of neuropeptide *Dsk* gene in the fly heads (n = 3) and brains (n = 2). Data presented as mean  $\pm$  SD (n = 2) or SEM (n = 3), unpaired two-tailed *t*-test.
- (E) Histological analysis of brain sections prepared from Day 20 and 50 male *w<sup>1118</sup>* flies with vacuoles marked by red arrowheads.
- (F) Raw RNA-sequencing read counts of different *NELF* subunits in Day 50 heads of male *NelfA*<sup>\*/+</sup> flies and their control siblings.

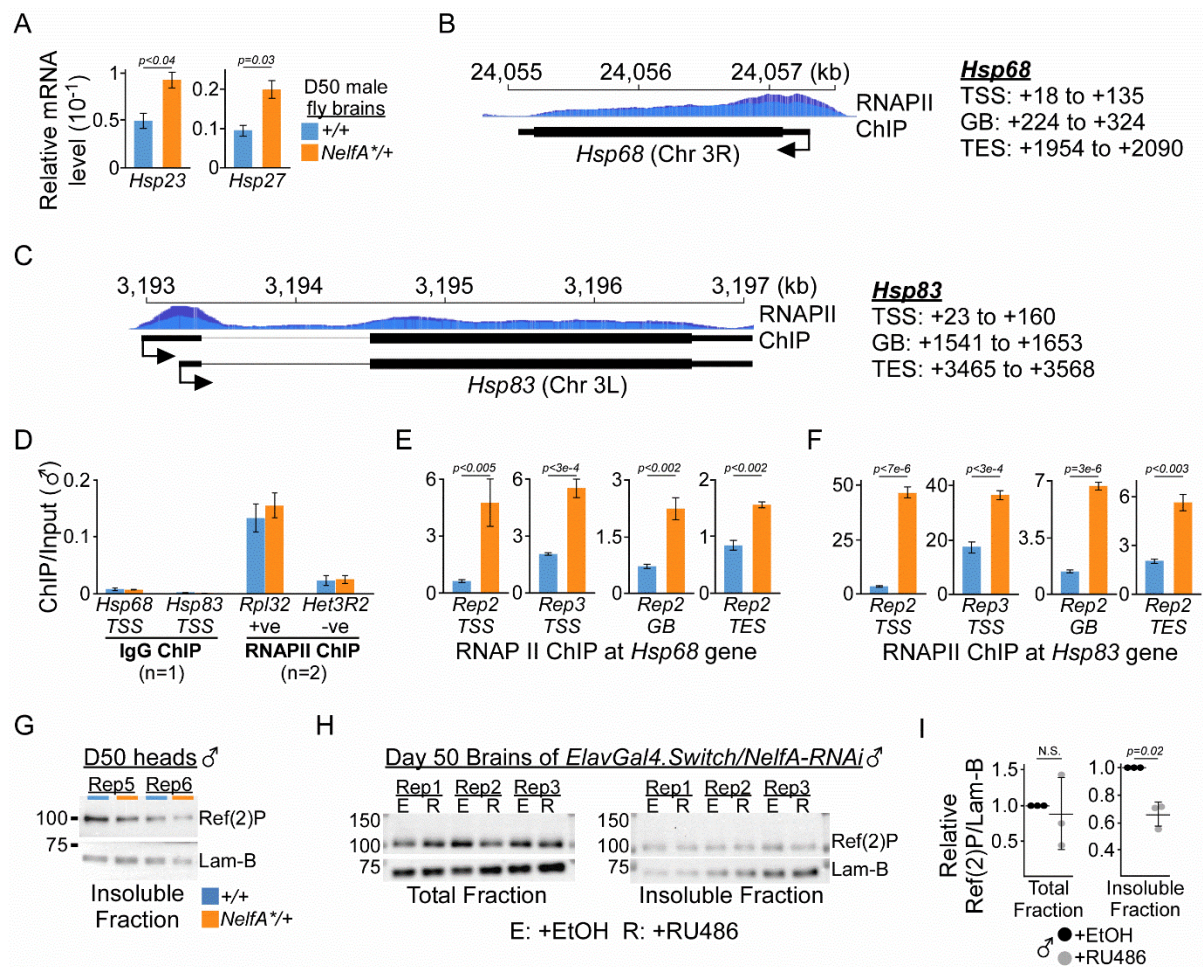

### Supplementary Figure 3. Increased RNAPII occupancy on *HSPs* is correlated with higher gene expression and reduced protein aggregation

(A) Quantification of *Hsp23* and *Hsp27* expression in brains isolated from male *NelfA*<sup>\*/+</sup> flies and their control siblings. Data presented as mean  $\pm$  SD, n = 2.

(B-C) RNAPII ChIP-seq signal over *Hsp68* and *Hsp83* genes in KC167 cells. Genomic coordinates of the primers designed to cover the TSS, GB and TES of the *Hsp* genes.

(D-F) Elevated RNAPII occupancy across *Hsp68* and *Hsp83* genes in male *NELF-A*<sup>\*/+</sup> fly heads as compared to their control siblings. (D) IgG- and RNAPII-ChIP enrichment at TSS, the highly expressed *Rpl32* gene and silenced *Het3R2* region. (E-F) RNAPII-ChIP enrichment at the TSS, GB, and TES of *Hsp68* and *Hsp83* in heads isolated from male *NelfA*<sup>\*/+</sup> flies and their control siblings. Data was normalized to input and presented as mean  $\pm$  S.D. from triplicate qPCR reactions. Second biological replicate for Fig.3B.

(G) Immunoblot of insoluble Ref(2)P fraction in the heads of Day 50 male *NELF-A*<sup>\*/+</sup> flies and their control siblings. Biological replicate (Rep) 5 and 6 for Fig.3G.

**(H-I)** Reduced level of insoluble Ref(2)P fraction in the brains of pan-neuronal *NELF-A* KD male flies. **(H)** Immunoblot of the different fractions prepared from the brains of EtOH- and RU486-treated *ElavGal4.Switch/NELFA-RNAi* flies. **(I)** ImageJ quantification of Ref(2)P in the brains. Data presented as mean  $\pm$  SD, n = 3. N.S.: not significant. Paired two-tailed *t*-test.

A

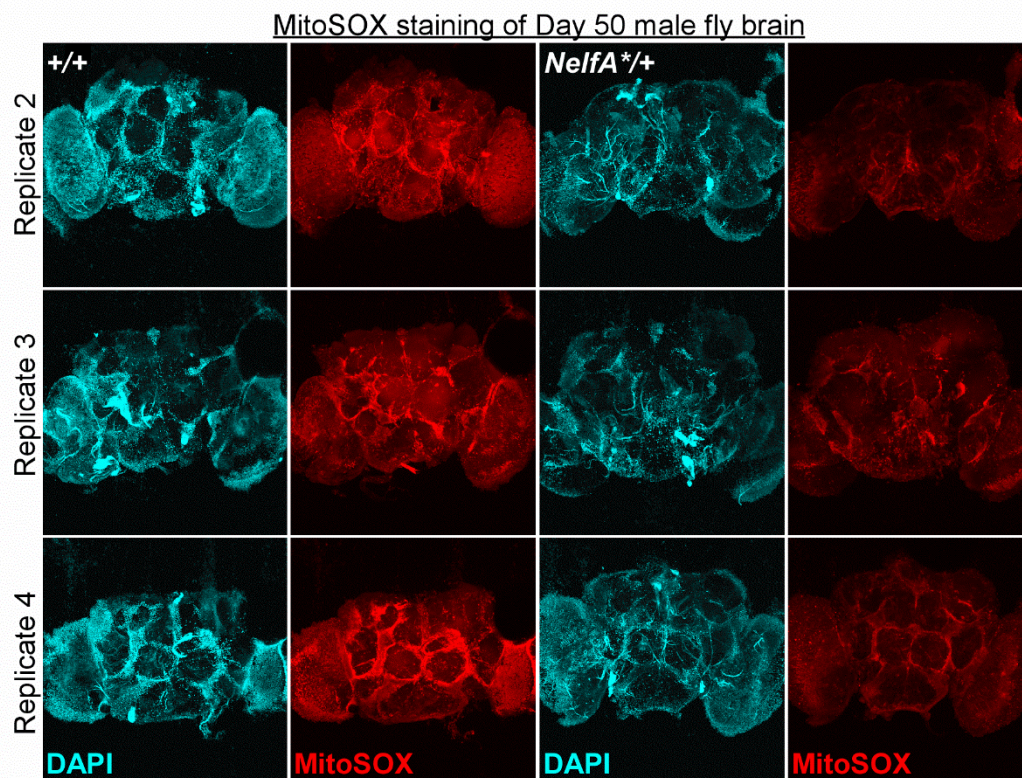

B

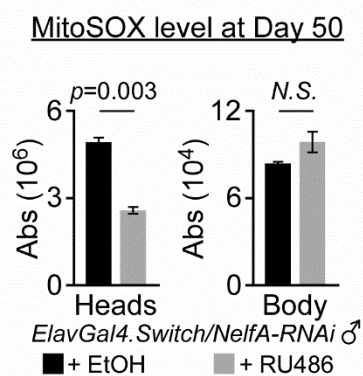

C

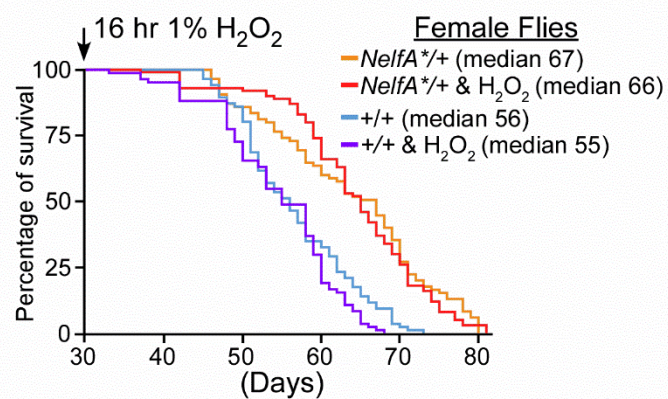

D

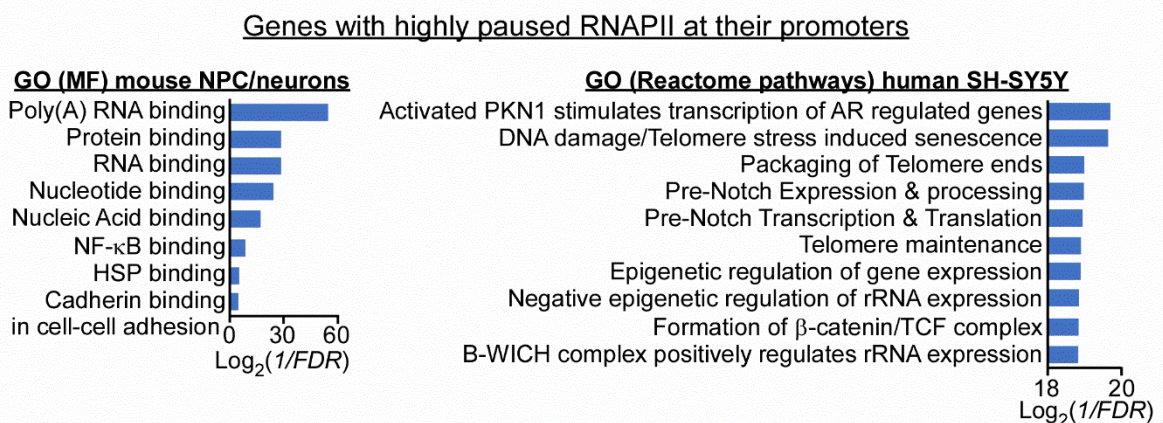Supplementary Figure 4. Lower level of ROS in *NELF-A* depleted brains

**(A)** MitoSOX staining of brains isolated from Day 50 male *NelfA*<sup>\*/+</sup> flies and their control siblings. Three additional biological replicates for Fig.4A and 4B.

**(B)** Absorbance (Abs) measurement of MitoSOX fluorescence intensity in the head and body lysates prepared from EtOH- and RU486-treated *ElavGal4.Switch/NELFA-RNAi* male flies. Data presented as mean  $\pm$  SEM, n = 3, unpaired two-tailed *t*-test.

**(C)** Lifespan assay of female *NelfA*<sup>\*/+</sup> flies and their control siblings that were either untreated or exposed to 16 hr of 1% H<sub>2</sub>O<sub>2</sub> at Day 30. n = 100 flies per group. Log-rank test.

**(D)** GO term analysis of genes with highly paused RNAPII promoters in mouse NPCs/neurons (Molecular functions, Left) and human SH-SY5Y cells (Reactome pathways, Right).

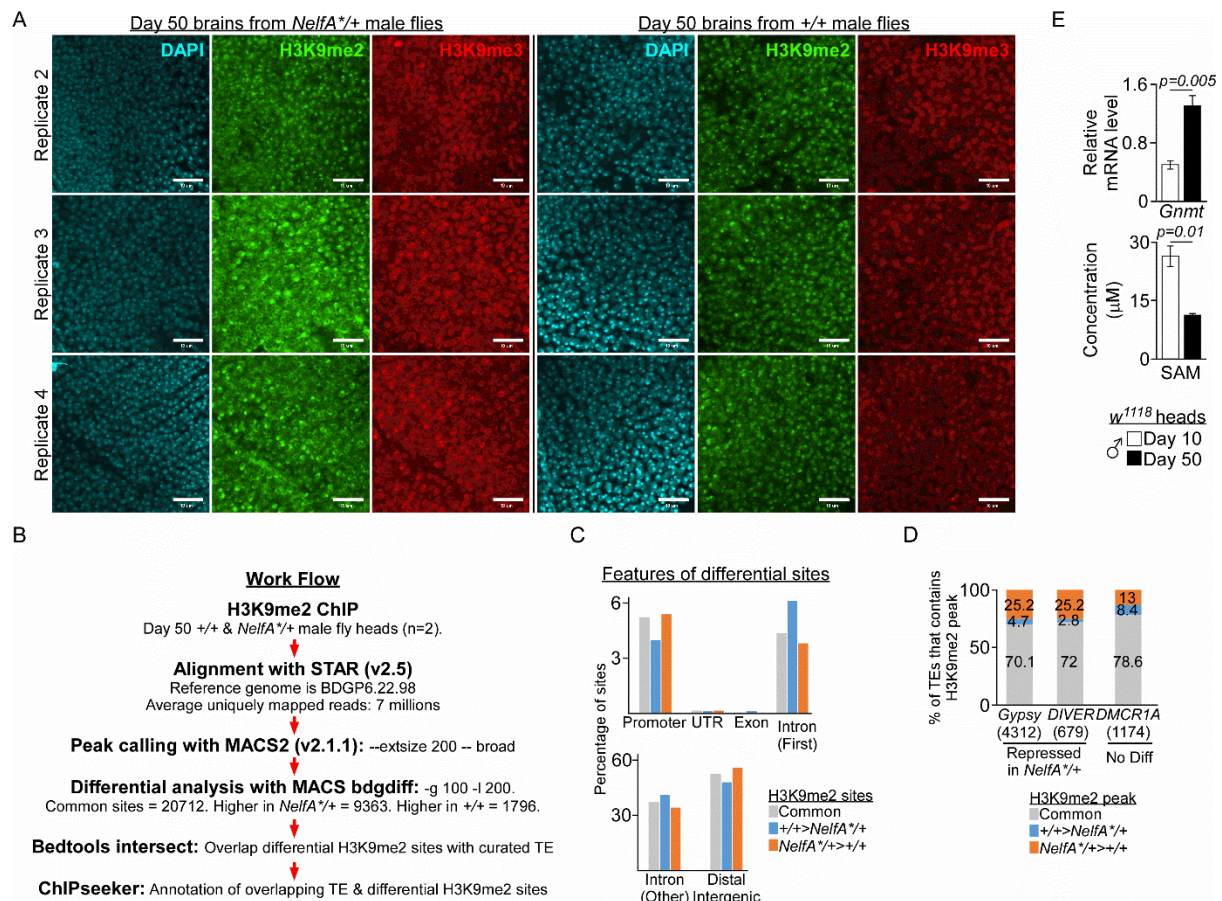

## Supplementary Figure 5. Higher concentration of SAM and H3K9me2/3 staining in the brains of *NelfA*<sup>\*/+</sup> flies

(A) Immunostaining of H3K9me2/3 in brains isolated from Day 50 male *NelfA*<sup>\*/+</sup> flies and their control siblings. Three additional biological replicates for Fig.5A and 5B. Scale bar is 10  $\mu$ M.

(B) Workflow of bioinformatic analysis of H3K9me2 ChIP-seq.

(C) Genomic distribution of the common and differential H3K9me2 sites that overlapped with transposable elements (TEs).

(D) Percentage of different TEs that overlapped with the various types of H3K9me2 peaks. Parentheses indicate the number of TEs sites. The expression of *Gypsy* and *DIVER* is lower in *NelfA*<sup>\*/+</sup> flies, whereas there is no difference (No Diff) in the level of *DMC1A* between *NelfA*<sup>\*/+</sup> flies and their control siblings.

(E) Quantification of *Gnmt* gene expression (n = 3) and SAM level (n=2) in the heads of Day 10 and Day 50 *w*<sup>1118</sup> flies. Data presented as mean  $\pm$  SEM (n = 3) or SD (n = 2), unpaired two-tailed *t*-test.

## **Description of Supplementary Tables 1 to 4**

### **Supplementary Table 1**

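The list of differentially expressed genes rests on a DESeq2 comparison of the 4 head libraries. For each gene, DESeq2 divides the counts by a size factor for each library, gives their mean over all libraries as baseMean, and tests the log2 fold change of NelfA*/+ flies over control siblings with a Wald test. The authors' deposited table of this comparison gives an adjusted p for 10144 of the genes it lists. DESeq2 run here on the deposited counts called as many genes in each direction as the authors' deposited table does. All genes called by edgeR's quasi-likelihood test are below an adjusted p of 0.05 in the authors' deposited table too, with the same sign. The log2 fold changes of the authors' deposited table and of the edgeR fit differed by a median of 0.0023 across 9605 genes listed under the same name.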

List of differentially expressed genes between heads harvested from Day 50 male *NelfA*<sup>\*/+</sup> flies and their control siblings.

### **Supplementary Table 2**

Gene ontology analysis of differentially expressed genes between heads harvested from Day 50 male *NelfA*<sup>\*/+</sup> flies and their control siblings, the common highly paused genes in mouse NPC and neurons, and in human SH-SY5Y cells. Cut-off is Benjamini-Hochberg value < 0.05.

### **Supplementary Table 3**

Genomic coordinates of the differentially enriched H3K9me2 peaks in the heads harvested from Day 50 male *NelfA*<sup>\*/+</sup> flies and their control siblings; and their overlap with three subclasses of transposable elements.

### **Supplementary Table 4**

Description of the primers used and their sequences

## **Supplementary experimental procedures**

### **Fly Husbandry and genetics.**

Flies were grown in standard fly media (6% cornmeal, 5% dextrose, 2.4% brewer's yeast, 0.8% agarose, 0.3% NIPAGIN) at 25°C with 12-hour light/dark cycle. To minimize the effect of circadian rhythm, fly tissues were harvested from 2 to 4 pm. *GeneSwitch* system (*GS*) was used for tissue-specific KD of various *NELF* genes (Osterwalder et al., 2001).

For generation of backcrossed *Nelf-A*<sup>KG09483/+</sup> line, PCR was conducted to validate the P-element integration site and the level of *Nelf-A* expression in the offspring.

### **RNA-sequencing and data processing**

RNA-seq of biological replicates were conducted by BGI (Hong Kong) according to company protocol. RNA quality was assessed with Agilent 2100 bioanalyzer. Following DNase I treatment, mRNA enriched by Oligo-dT coupled magnetic beads was fragmented and used as template to make cDNA library. Short DNA fragments were subjected to end-repair, A-tailing, adaptor ligation, size selection and sequenced on Illumina HiSeq<sup>TM</sup>4000.

The following methods were adapted from (Adusumalli et al., 2019). The quality of RNA-seq data was assessed by FastQC and the adaptor sequences were removed by TrimGalore. The reference genome of *D. melanogaster* (BDGP6.22.98) was indexed with STAR v2.5 using default parameters. 

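Under HTSeq-count's rules a read that overlaps more than one gene is set aside as ambiguous and counted for none. These reads numbered 4066678 and 4232982 in the control siblings, replicates 1 and 2, and 4295440 and 4169734 in the NelfA*/+ flies. Reads that overlapped no gene numbered between 1586591 and 1844811, and alignments at more than one place between 3290022 and 3723779. Genes detected with at least 1 count numbered between 10744 and 10860 in a library.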

RNA-seq reads were aligned to the indexed genome with STAR and the read counts were generated using HTseq-count. The differential gene expression between *NelfA*<sup>\*/+</sup> *flies* and their control siblings was identified by DESeq2, with heatmap generated using R Bioconductor. Gene Ontology analysis of differentially expressed genes (adjusted *p*-value < 0.05, baseMean > 500, Log<sub>2</sub>FC ≥ ±0.3) was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID). 

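The thresholds on the mean count and the fold change left 127 of the genes with an adjusted p below 0.05 in edgeR's quasi-likelihood test, 28 higher and 99 lower in NelfA*/+ heads. The block on the replicate number left 170 genes in edgeR's test, 59 higher and 111 lower, and under the crossed pairing 564, 202 higher and 362 lower. DESeq2's Wald test on the same counts left 578 genes, 210 higher and 368 lower, which included all 127. The same thresholds leave as many genes in each direction in the authors' deposited table.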

Enriched biological processes with less than 0.05 *Benjamini-Hochberg* value are considered significant.

The abundance of transposable element (TE) transcripts was quantified by TETranscripts (--mode multi) (2.1.4) (Jin et al., 2015). STAR was used to map the multi-reads with the maximum multiple alignments of not more than 100, using the following parameters --winAnchorMultimapNmax 100 --outFilterMultimapNmax 100. The aligned read counts were assigned to the corresponding TE based on TE annotation GTF file (dm6\_BDGP\_rmsk\_TE.gtf.gz) and the differential expression analysis was performed using DESeq2.

### **Validation by Real-Time PCR**

For validation of differential gene expression, total RNA was prepared from either 20 heads or 50 brains of adult flies. High capacity cDNA reverse transcription kit (Applied Biosystems) was used to generate cDNA libraries from 1 µg of total RNA pre-treated with DNase I (Thermo Scientific). For ChIP validation, DNA concentration was determined by Qubit fluorometer (Invitrogen). Site-specific primers

on *Hsp68* and *Hsp83* genes were designed based on RNAPII ChIP-seq data from KC167 cells (GSE116884) (Fig.S3B and S3C).

Real-time quantitative PCR was carried out in triplicates (6 µl/reaction) with 0.2 µM of primers and 2x SYBR green master mix (Thermo Scientific) using 7900HT Fast Real-Time PCR machine (Applied Biosystems). Relative gene expression was calculated using 2- $\Delta$ CT method where threshold cycle (CT) values of target genes were normalized to *act5C* gene.

Site-specific primers on *Hsp68* and *Hsp83* genes were designed based on RNAPII ChIP-seq data from KC167 cells (Nazer et al., 2018). For ChIP-qPCR, the CT value of H3K9me2 and RNAPII ChIP was calculated relative to its respective input DNA.

### **Antibody Generation**

A 306 bp fragment from C-terminal region of *NELF-A* cDNA (SD07139, DGRC) was amplified by PCR (primers listed in Supplementary Table 4). After digestion by restriction enzymes, the purified PCR fragment was cloned into the *Bam*HI and *Xho*I sites of pGEX-4T1 vector. Following verification by DNA sequencing, recombinant construct was transformed into BL21 competent cells for protein expression. GST-tagged NELF-A protein was purified by GST.Bind™ kits (Novagen) and used to generate antibody at Temasek Life Sciences Lab animal facility.

### **Immunoblot**

Samples boiled in Laemmli buffer were resolved in 6-12% SDS-PAGE gel and subjected to standard western protocol. Transferred PVDF membranes were blocked in 5% milk or 5% BSA (in 0.1% Tween, PBS) and probed with the respective antibodies. Phospho-specific antibody to Histone 2A variant ( $\gamma$ -H2AV) was used to measure the level of DNA double-stranded breaks caused by H<sub>2</sub>O<sub>2</sub> treatment (Lake et al., 2013).

### **Immunofluorescence**

Heads harvested from Day 50 flies were fixed (4% formaldehyde, 0.1% Triton-X 100 in PBS) for 20 minutes at room temperature and washed three times with PBS. Brains were dissected from the heads in cold PBS and subjected to additional 15 minutes of fixation at room temperature. After three washes with PBS, the brains were first blocked (5% normal goat serum, 0.1% Triton-X 100 in PBS) for 30 minutes at room temperature, followed by overnight incubation with anti-H3K9me2 (ab1220) and anti-H3K9me3 (ab8898) antibodies (5µg/ml each in blocking buffer) at 4°C. After five rounds of PBS washes on the next day, the brains were incubated with anti-mouse 594 and anti-rabbit FITC antibodies (1:500, Invitrogen) in blocking buffer overnight at 4°C. Following three rounds of PBS washes, the brains were mounted in VECTASHIELD with DAPI (Vector labs) and Z-stack images across the entire

brain taken using confocal microscope (FV3000, 60X objective). The fluorescence intensity of H3K9me2/3 was quantified using ImageJ and normalized to DAPI signal.

### **Analysis of RNAPII ChIP-seq data from human SH-SY5Y cells**

RNAPII ChIP-seq data with the following accession number GSM2864937, GSM2864938 and GSM1532411 were downloaded. The genomic coordinates of the MACS peaks from each dataset were overlapped using Galaxy to identify high-confidence RNAPII enrichment sites. Following gene annotation, GO analysis (geneontology.org using Reactome pathway with Fisher's Exact FDR) was conducted to characterize the highly paused genes in SH-SY5Y cells.

### **Chromatin Immunoprecipitation (ChIP) and sequencing**

For each biological replicate, 100 fly heads were dounced 30 times with pestle B (Sigma) in 1 ml of 1% formaldehyde in A1 buffer (60 mM KCl, 15 mM NaCl, 4 mM MgCl<sub>2</sub>, 15 mM HEPES pH 7.6, 0.5% NP-40, 0.5 mM DTT, 0.5 mM PMSF and protease inhibitors cocktail). The lysate was transferred to 1.5 ml eppendorf tube and incubated on nutator for 10 min at RT. Crosslinking was quenched by 5 minutes of incubation with glycine (final 125 mM) at room temperature. The supernatant was gently removed after 5 minutes of 4000 x g centrifugation at 4°C. After three additional rounds of A1 buffer wash and centrifugation, the nuclear pellet was resuspended with 0.6 ml of 1% RIPA buffer (10 mM Tris pH 8.0, 1 mM EDTA, 140 mM NaCl, 1% SDS, 0.1% sodium deoxycholate, 0.5 mM DTT, 0.5 mM PMSF, protease inhibitors cocktail). Total nuclear extract was sonicated using Bioruptor (30 sec ON/OFF, high settings, 30 cycles) to obtain DNA fragments of 200-700 bp. Following 10 minutes of 15,000 rpm centrifugation at room temperature, the supernatant was collected as the chromatin extract. One tenth of the chromatin extract was kept as input whereas the rest was diluted five-fold with 0.1% RIPA buffer (10 mM Tris pH 8.0, 1 mM EDTA, 140 mM NaCl, 1% Triton-X 100, 0.1% SDS, 0.1% sodium deoxycholate, 0.5 mM DTT, 0.5 mM PMSF, protease inhibitors cocktail) and incubated overnight with 5 µg of antibody (H3K9me2, ab1220 or total RNAP II, CTD4H8) at 4°C. On the following day, 20 µl of pre-blocked (0.5% BSA in PBS) Protein-A Sepharose beads (GE Healthcare) was added to the chromatin extract. Following 4 hours of incubation at 4°C, DNA-antibody-beads complex was centrifuged for 1 minute at 2000 x g to remove the supernatant. The beads complex was washed with 0.1% RIPA buffer for 5 times, LiCl buffer (10 mM Tris pH 8, 1 mM EDTA, 250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate) once and Tris-EDTA buffer (10 mM Tris pH 8, 1 mM EDTA) once. The DNA fragments were eluted twice from the beads, each time by incubating with 200 µl elution buffer (1 M NaHCO<sub>3</sub>, 1% SDS) for 1 hour at 37°C. Input was topped up to 400 µl with elution buffer. After adding 20 µl 5 M NaCl, DNA was reverse crosslinked by overnight incubation at 65°C. On the next day, samples were treated with RNase A (20 µg/ml, 1 hour at 37°C) and proteinase K (40 µg/ml, 1 hour at 50°C). DNA was extracted by phenol/chloroform and ethanol precipitation. Barcoded libraries were generated for H3K9me2 ChIP DNA by KAPA real-time library amplification kit (KAPA

Biosystems) (Rao et al., 2020) and sequenced on Illumina Hiseq4000 platform (150 bp pair-end) at NovogeneAIT.

### **Cell culture**

S2-DRSC cells (#181) were cultured in Schneider's Medium (Gibco, 21720001) supplemented with 10% FBS in 25°C.

SH-SY5Y cells (ATCC CRL-2266) were cultured in DMEM/F12 medium, supplemented with 10% fetal bovine serum, MEM non-essential amino acids and 1 mM sodium pyruvate (Gibco) at 37°C.

### **SAM assay**

Bridge-It® S-adenosyl methionine (SAM) fluorescence assay kit (Mediomics®) was used according to the manufacturer's instructions. Briefly, 10 fly heads were homogenized in 50 µl of buffer CM and incubated for 1 hour at room temperature with occasional mixing by vortex. After 5 minutes of 10,000 x g centrifugation at 4°C, supernatant was collected and diluted 1:1 with Buffer S. 10 µl of the mixture was added to 90 µl SAM assay solution and incubated for 30 minutes at room temperature. To generate SAM standard curve, fluorescence was measured with excitation at 485 nm and emission at 665 nm. Relative fluorescence is calculated with the formula:  $RF = [(F-F_{bg}) - (F_0-F_b)] / (F_0-F_b)$ , according to manufacturer's protocol. SAM concentration for each sample was then determined with SAM standard curve.

### **H3K9me2 ChIP-seq data processing and analysis**

The quality of the sequencing reads was assessed using FastQC and mapped to the *D. melanogaster* genome (BDGP6.22.98) using STAR (v2.5) with following parameters: (--alignEndsType EndToEnd - -alignIntronMax 1). Bioinformatic analysis was performed on Galaxy platform. H3K9me2 enriched peaks were called using MACS2 (v2.1.1) with the following parameters: effective genome size of 120000000 --no model --extsize 200 --broad --keep-dup auto -bdg (Zhang et al., 2008). Differential peak analysis between *NelfA*\*/+ flies and their control siblings was performed using MACS2 bdgdiff with following parameters: -g 100 -l 200. This yielded three distinct groups, namely the shared common peaks (+/+ = *NelfA*\*/+), increased enrichment in control siblings (+/+ > *NelfA*\*/+) and higher enrichment in *NelfA*\*/+ flies (*NelfA*\*/+ > +/+). Bedtools intersect with default setting was used to overlap the shared and differential H3K9me2 peaks with curated TE GTF file. computeMatrix (v3.3.2) was used to build a matrix with a flanking region of ± 5 kb around TSS for H3K9me2 peaks that are highly enriched in *NelfA*\*/+ flies (*NelfA*\*/+ > +/+) and overlap with TEs. plotHeatmap (v3.3.2) was applied to generate heatmap and ChIPseeker (v1.18) used to annotate the enriched TE sites that overlapped with each group of H3K9me2 peaks. For Integrated Genome Viewer (IGV, v2.4), alignment reads BAM files were transformed into bigWig files of read coverage using bamCompare (v3.3.2) where the scores represent ChIP signal minus the Input.

### **Supplementary References**

- Adusumalli, S., Ngian, Z.K., Lin, W.Q., Benoukraf, T., and Ong, C.T. (2019). Increased intron retention is a post-transcriptional signature associated with progressive aging and Alzheimer's disease. *Aging Cell* 18, e12928.
- Jin, Y., Tam, O.H., Paniagua, E., and Hammell, M. (2015). TEtranscripts: a package for including transposable elements in differential expression analysis of RNA-seq datasets. *Bioinformatics* 31, 3593-3599.
- Lake, C.M., Holsclaw, J.K., Bellendir, S.P., Sekelsky, J., and Hawley, R.S. (2013). The development of a monoclonal antibody recognizing the *Drosophila melanogaster* phosphorylated histone H2A variant (gamma-H2AV). *G3 (Bethesda)* 3, 1539-1543.
- Nazer, E., Dale, R.K., Palmer, C., and Lei, E.P. (2018). Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in *Drosophila melanogaster*. *Sci Rep* 8, 15685.
- Osterwalder, T., Yoon, K.S., White, B.H., and Keshishian, H. (2001). A conditional tissue-specific transgene expression system using inducible GAL4. *Proc Natl Acad Sci U S A* 98, 12596-12601.
- Rao, V.K., Swarnaseetha, A., Tham, G.H., Lin, W.Q., Han, B.B., Benoukraf, T., Xu, G.L., and Ong, C.T. (2020). Phosphorylation of Tet3 by cdk5 is critical for robust activation of BRN2 during neuronal differentiation. *Nucleic Acids Res* 48, 1225-1238.
- Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., *et al.* (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol* 9, R137.

How the deposited data were processed for this re-analysis (not part of the article)

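Head RNA from D50 male flies was sequenced in 4 libraries, 2 from control siblings (+/+) and 2 from NelfA*/+ flies, each made from 20 pooled heads. The RT-PCR, ChIP-seq, transposable-element, lifespan and imaging experiments of the paper were not analysed here.

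The authors trimmed the reads with Trim Galore, aligned them with STAR to the D. melanogaster genome (BDGP6) and counted reads per gene with HTSeq-count; the deposited counts are whole numbers of reads per gene for 13926 genes, without normalization, followed by HTSeq-count's summary lines, which were not used as genes. The authors also deposited the table of their DESeq2 comparison. In it the authors give a mean normalized count and a Wald statistic, which are scores with no fixed range, a log2 fold change with its standard error on the log2 scale, and a p-value with its Benjamini-Hochberg adjusted value. Values from it are named as the authors' wherever they are given. The paper's text does not name HTSeq-count's mode or strand setting.

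Libraries were assigned to genotype and replicate from the sample labels and the paper, and the columns of the count table carry the labels' names. The replicate numbers come from the labels; neither the labels nor the paper say that same-numbered libraries were handled together. Same-numbered libraries deviated from their genotype means with a correlation of -0.13 across 8398 genes with a mean count above 100. The fit without a block is therefore given with the fit that has the replicate number as a block and with a fit on the crossed pairing (control sibling replicate 1 with NelfA*/+ replicate 2, and the reverse). The crossed pairing was added after the counts were seen, so its adjusted p-values lean towards small values.

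Total counts on genes were between 42985746 and 45172099 per library. The libraries of one genotype differed by far more than counting error, so precision was taken from the spread between libraries. The main comparison used edgeR 4.0.16 in R 4.3.3: filterByExpr on the genotypes, TMM normalization, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over 9609 genes and a threshold of 0.05. Normalized counts are counts divided by the TMM-scaled library size relative to its mean over the libraries. The mean count of a gene in the paper's filters (above 500, with an absolute log2 fold change of at least 0.3) was taken from DESeq2's size factors. The alternatives set before the data were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, library size alone, no filter on low counts, at least 10 counts in every library, robust dispersions, limma-voom (limma 3.58.1), the replicate block, an adjusted p below 0.1, and leaving out each library in turn. Fits that left a genotype with 1 library gave fold changes only. A standard error was taken as the log2 fold change divided by the square root of edgeR's F statistic.

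No gene ontology annotation was used here. In its place 5 lists of genes were written before the data were examined, after the terms of Fig. 2b: immune effectors, heat-shock proteins and chaperones, neuropeptides, glutathione S-transferases with glutathione synthesis, and cytochrome P450s. Each was tested with limma's camera (inter-gene correlation 0.01) over all genes tested, and with Fisher's exact test on the genes past the paper's filters in the direction of Fig. 2b, among the 6592 tested genes with a mean normalized count above 500. Genes are named in the text by a rule set before the data were examined: those the paper names for its RNA-seq or RT-PCR in heads, w and y (marker genes of the transposon), the nearest gene on each side of Nelf-A, the 5 largest changes in each direction past the paper's filters whose genotypes do not overlap, and at most 5 members of each list past those filters. Other genes were named after their values were seen, which is said beside them. Of the 13926 gene names, 13870 were matched to a FlyBase gene of the Ensembl annotation of BDGP6, 12783 by symbol and 1087 by an older symbol; the coordinates are those of this annotation. Rel, Su(var)3-9, w and y are listed at 0 in all 4 libraries and have no fold change. Hsp70 copies, Att genes, Bomanins and Gst genes have close paralogs, between which the counting could have split reads. The edgeR, DESeq2 and limma steps were tested on simulated counts with 200 changed genes, of which they recovered between 179 and 181, with between 7 and 13 false calls. All simulated genes had 1 common dispersion, and only genes with a mean count above 500 were changed, so these numbers are no error rates for the real counts. SciPy 1.17.1 was used for Fisher's exact test.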

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

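The tests below of gut RNA, library size and genotype were chosen after the pattern was seen. Those of gut RNA and genotype were also changed after a first result. Those of trunk and flight-muscle RNA were set before their results were known. After a first result they too were changed, to all members with counts, and their outcome was then read as undecided. A signal appeared in genes that the paper does not discuss: 112 genes had at most 30 counts in each control library and at least 300 in one of the NelfA*/+ libraries. In the opposite direction, by the same limits, there were 0 genes. Together the 112 genes had 667 and 673 counts in the control siblings and 149354 and 71929 in NelfA*/+ replicates 1 and 2. Both NelfA*/+ replicates had these counts, but most of the genes differed between them: 72 were at least 4 times higher in replicate 1 than in replicate 2 and 21 at least 4 times higher in replicate 2, while the others, such as CG4962 with 1208 and 1170 counts, were closer. CG31198, alphaTry and LManVI had 9261, 7540 and 4369 counts in replicate 1 and 357, 511 and 6 in replicate 2, while CG14125 and CG3906 had 7 and 12 counts in replicate 1 and 14622 and 12673 in replicate 2. These genes were chosen after their values were seen.

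A candidate explanation is RNA from gut tissue carried into the NelfA*/+ head samples. A list of 21 midgut genes, mostly digestive enzymes, was written after the pattern was seen, leaving out the genes whose counts had been looked at. Of its members 9 turned out to be among the 112 genes, so the test was made on the other 12, against 10000 random lists matched on mean expression and drawn from outside the 112. Of the 12, 11 were higher in NelfA*/+ heads, and their median log2 fold change of 2.70 lay above all of the random lists (percentile 100). Their counts were low, 31 and 37 in the control libraries and 369 and 61 in NelfA*/+ replicates 1 and 2, so that the rise was mostly in replicate 1. The median absolute log2 ratio between the NelfA*/+ replicates, 1.93, lay at percentile 99.7. Over all 21 members the median log2 fold change was 5.69, with 45 and 52 counts in the control libraries and 19009 and 1225 in the NelfA*/+ libraries. A first form of the test used the 3 members past the filter on low counts. It put the median log2 fold change at percentile 99.8 and the ratio between the NelfA*/+ replicates at percentile 95.3, which was below the limit used, so that this form did not pass. All members with counts were used after that.

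The test for RNA from the trunk nerve cord or body wall was not decisive. The Hox genes Antp, Ubx, abd-A and Abd-B lay at percentile 15.8, but only 2 of them passed the filter on low counts, Antp with 259 and 202 counts in the control siblings and 283 and 278 in NelfA*/+ heads, and Ubx with 28 and 53 against 23 and 13. The check for flight muscle was void, since only 2 genes of its list had counts (percentile 92.8). A difference in library size does not account for the pattern, since the largest total count was 1.05 times the smallest. An effect of the genotype of similar size in both libraries would leave the NelfA*/+ replicates about as close for these genes as for others. The median absolute log2 ratio between the replicates was 5.34 for the 112 genes and 1.65 for 62 other genes at least 2 times higher in NelfA*/+ heads with the same minimum count. This group for comparison replaced one of genes with a low p-value, which have a small spread by selection; the 112 genes, taken by the higher of their NelfA*/+ counts, lean towards a large one. An effect of the genotype that differs between pools of flies was not tested, and with 2 pools per genotype the pattern cannot be told apart from it, nor from RNA of the trunk or flight muscle. As a hypothesis, part of the rise in NelfA*/+ heads may reflect gut RNA. Of the 28 genes called higher past the paper's filters in edgeR's quasi-likelihood test, 8 belonged to the 112. They include Alp2, Jon65Aiii, CG14292, CG13323 and CG10910, the largest rises named in the main text. Of the 210 called higher past those filters by DESeq2's Wald test, 24 belonged to the 112.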

How the results depend on the processing

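The number of differentially expressed genes depended strongly on the test. At an adjusted p below 0.05, edgeR's quasi-likelihood test called 180 genes, 62 higher and 118 lower in NelfA*/+ heads, and 127 past the paper's filters, 28 higher and 99 lower. DESeq2 called 911 (422 higher, 489 lower) and 578 (210, 368) past the filters. Robust dispersions gave 359 (119, 240) and 271 (72, 199), an adjusted p below 0.1 gave 578 (226, 352) and 421 (139, 282), and library size alone gave 257 (79, 178) and 181 (32, 149). Without the filter on low counts there were 82 (34, 48) and 61 (14, 47), and limma-voom called 118 (34, 84) and 89 (13, 76). Requiring at least 10 counts in every library, or using DESeq2's size factors in edgeR, kept the numbers within 1.5 times. Dropping the mean-count filter gave 62 higher genes, and an absolute log2 fold change of at least 1 left 42 (15, 27). The cause of these differences was not tested. The share of higher genes among the calls was 34.4% in the fit with TMM, 35.6% with DESeq2's size factors and 30.7% with library size alone. The median log2 fold change of all genes tested was 0.011, 0.012 and -0.014 under these normalizations. All 180 genes, and the 127 past the filters, kept their direction in each of the 4 fits that left out one library. These genes had been chosen for a small spread between libraries, so this shows no stability.

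Under the replicate block, edgeR called 297 genes (155, 142) and 170 (59, 111) past the filters. With the crossed pairing, chosen after seeing the data, it called 797 (345, 452) and 564 (202, 362). The correlation of same-numbered libraries was -0.13. Under the block the log2 fold change of Nelf-A was -0.54 with an adjusted p of 0.0537 in edgeR's test, above the threshold of 0.05. Without the filter on low counts it was also -0.54, with an adjusted p of 0.0584. Over its alternatives the adjusted p of Nelf-A ranged from 3.7e-06 in DESeq2 to 0.0584. Leaving out one library gave log2 fold changes from -0.59 to -0.50. Over all genes tested, Gnmt passed the threshold under DESeq2 (log2 fold change -0.57, adjusted p = 0.0319), and its adjusted p in the other settings ranged from 0.0589 to 0.258 (edgeR and limma-voom). Adjusted over the genes that the paper names alone, many of them named from the same libraries, its edgeR p-value was 0.0496. Its log2 fold change ranged from -0.86 to -0.33 across the 4 fits that each left out one library. The log2 fold change of Rel could not be computed under any setting, since Rel is listed at 0.

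The gene lists kept their direction under every alternative except glutathione metabolism, whose median log2 fold change went from 0.011 to -0.014 with library size alone. This normalization moved the median of all genes tested by as much, so the change of sign is not particular to the list. In camera, immune effectors, chaperones and neuropeptides stayed past the threshold under an inter-gene correlation of 0.05, the replicate block and the crossed pairing (adjusted p up to 8.3e-06). The cytochrome P450s lost it under the correlation of 0.05 (0.201), the replicate block (0.425) and the crossed pairing (0.0621). In Fisher's exact test, calls from DESeq2 brought 4 lists past the threshold that had not passed it with edgeR's calls: immune effectors (adjusted p = 3.8e-12), chaperones (1.1e-12), glutathione metabolism (1.9e-05) and cytochrome P450s (0.00689). With all tested genes as the background, the neuropeptides no longer passed it (0.0897). When each library was left out in turn, the median log2 fold change ranged from -1.30 to -0.62 for immune effectors, from 0.28 to 0.42 for chaperones, from 0.36 to 0.48 for neuropeptides, from 0.0077 to 0.035 for glutathione metabolism and from -0.11 to -0.055 for cytochrome P450s.

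Per kilobase of exon, the ratio of Nelf-A to Nelf-E was 1.94 and that to NELF-B 4.62, against 7.36 and 9.66 on raw counts. Leaving out one library gave 6.86 to 7.87 and 8.85 to 10.46. The odds ratio of calls within 5 Mb of Nelf-A was 1.45 (Fisher's exact test, p = 0.117). It was 1.90 within 10 Mb (p = 0.000244), 1.45 with the replicate block (p = 0.0421) and 1.27 under the crossed pairing (p = 0.0485), all 3 past 0.05 in Fisher's exact test.

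Of the other 37 genes named, 0 changed direction under the alternatives that kept all libraries; 21 values no longer passed the threshold, 9 of them without the filter on low counts and 8 in limma-voom, and 24 newly did, 8 of these under DESeq2 and 9 under the crossed pairing. On leaving out a library 4 genes changed direction: Drs (log2 fold changes from -2.05 to 0.32 across these fits, reversed without control replicate 2), Nelf-E (from -0.041 to 0.19, reversed without NelfA*/+ replicate 2), Kdm4A (from -0.13 to 0.017, reversed without control replicate 1) and CG3337 (from -0.13 to 0.12, reversed without control replicate 2, and 0.0030 without NelfA*/+ replicate 2). The cause was not tested.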

Differences from the paper's values

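In edgeR's quasi-likelihood test, 99 genes past the paper's filters were higher in control siblings, against the paper's about 290 in Fig. 2b, read by eye. For those higher in NelfA*/+ heads the number was 28, against the paper's about 150 in Fig. 2b, read by eye. Of the alternatives set before the data were examined, DESeq2, which is the test the paper names, gave 368 and 210, within 1.5 times of both of the paper's numbers, and an adjusted p below 0.1 gave 282 and 139, also within both. At the paper's thresholds the authors' deposited table also leaves 368 and 210, above the numbers read from Fig. 2b. The choice of test does not account for this remaining difference, whose cause is not known here. Robust dispersions gave 199 genes higher in control siblings, within the paper's number, and 72 higher in NelfA*/+ heads, which was not. None of the other alternatives closed either gap. The crossed pairing of replicates, chosen after seeing the values, gave 362 and 202, within 1.5 times of both.

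The paper reports that Gnmt is significantly lower in NelfA*/+ flies, from a t test with n = 3 in heads. That is not a test of the 2 libraries per genotype used here. The log2 fold change of Gnmt in these libraries was -0.57 with an adjusted p of 0.198 in edgeR's quasi-likelihood test. DESeq2's Wald test called it (adjusted p = 0.0319). EdgeR's p-value adjusted over the genes that the paper names alone was 0.0496. The paper named many of these genes from its analysis of the same libraries. That adjustment therefore leans towards small values and does not narrow the gap to the paper. For Dro, IM1 and IM2 the paper reports lower expression, which it also measured by RT-PCR with n = 3. All 3 were lower here, with edgeR adjusted p of 0.102, 0.0751 and 0.0739; DESeq2 called all 3, as did edgeR with the crossed pairing chosen after seeing the values, and robust dispersions called IM2. For Hsp23, Hsp27, Hsp68 and Hsp83, which the paper reports as higher and also measured by RT-PCR, the edgeR adjusted p values were 0.117, 0.0867, 0.0629 and 0.0751. The RT-PCR was not analysed here, so the values in this paragraph do not bear on it. DESeq2 called all 4. With the replicate block edgeR called Hsp23, Hsp68 and Hsp83, with robust dispersions Hsp27, with at least 10 counts in every library Hsp68, and with the crossed pairing Hsp27, Hsp68 and Hsp83. Adjusted over the genes that the paper names alone, edgeR called Dro, IM1, IM2 and all 4 of these Hsp genes, with the limit given for Gnmt. The paper's Fig. 2b shows defense response, response to heat, protein folding, oxidation-reduction and glutathione terms as enriched. With edgeR's calls the lists for immune effectors, chaperones, cytochrome P450s and glutathione metabolism did not pass Fisher's exact test (adjusted p of 0.109, 1, 0.0580 and 0.136); with DESeq2's calls all 4 did.

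By RT-PCR in other samples (Fig. 1a) the paper puts the mRNA of the mutated gene further below the level in control siblings than these counts, in which Nelf-A stood at 68.7%. The paper reports a similar level of Rel in both genotypes by RT-PCR, and here Rel is listed at 0 in all 4 libraries.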

Other observations

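Of the tests below, those of neuropeptides, of genes near Nelf-A and of overlapping genes were set before their results were known; those of whole gene spans and of the chaperones were chosen after the pattern was seen. Rel, Su(var)3-9, w and y are among 2463 genes listed at 0 in all 4 libraries, and each lies inside another annotated gene. Of 1838 protein-coding genes that lie wholly inside another protein-coding gene, 99.6% are listed at 0, against 6.87% of the 8120 that overlap no other and 1.51% of the 3901 that overlap another in part. This is consistent with reads on nested genes having been set aside as ambiguous. Of the 1218 nested genes that share no exon with the gene around them, 100% are listed at 0, against 98.9% of the 620 that share exons. A candidate explanation is that reads were counted over whole gene spans, introns included, rather than over exons; no other setting of the counter was compared. If so, the count table holds no information on the level of these genes listed at 0, Rel included, and the counts of their host genes lack the reads on the shared stretch.

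The rise of chaperones in NelfA*/+ heads was set against the spread between control libraries. Over 45 chaperones, the absolute median log2 ratio between the control replicates was 0.16, at percentile 100 of 10000 matched random lists, so that the control pools differed from each other on these genes beyond what other genes of similar expression showed. The median log2 fold change of the chaperones between the genotypes, 0.36, also lay at percentile 100. Raw counts of Hsp26, Hsp70Ab and Hsp70Bc were 1040, 306 and 152 in control replicate 1 and 3021, 1088 and 753 in control replicate 2, against 2203, 1619 and 864 in NelfA*/+ replicate 1 and 3102, 2071 and 1298 in NelfA*/+ replicate 2. These genes were chosen after their values were seen. The rise was not limited to the near-identical Hsp70 copies, since the other 39 chaperones had a median log2 fold change of 0.24 (percentile 100), with 35 of them higher. In 36 of 45 chaperones both NelfA*/+ libraries lay above both control libraries, where chance gives 16.7%, though the genes share the same pools. In NelfA*/+ heads too the median chaperone was higher in replicate 2 than in replicate 1, by a log2 ratio of 0.11. With the replicate number as a block, which takes up a shift shared by same-numbered libraries, the list was still higher in NelfA*/+ heads (camera, adjusted p = 4.0e-12, against 9.4e-13 without it and 3.8e-09 under the crossed pairing), and Hsp23, Hsp68 and Hsp83 passed edgeR's test (adjusted p of 0.0169, 0.00495 and 0.0184). Such a shift cancels between the genotypes with or without the block, so this fit changes the spread and not the fold change, and rules out no difference between pools. A difference in the heat-shock state at harvest between single pools may add to the rise, which 2 pools per genotype cannot separate from the genotype.

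The rise of neuropeptide genes could reflect gut RNA in the head samples, since enteroendocrine cells make several of these peptides. The 10 peptides also made in the gut had a median log2 fold change of 0.45 and the other 22 one of 0.41 (permutation test over genes, two-sided, p = 0.464), so no difference of this kind was seen. The genes are not independent replicates.

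Linked sequence of the donor line around the insertion could change genes near Nelf-A. Within 5 Mb of Nelf-A, 23 of 895 genes tested were called by edgeR's quasi-likelihood test (2.57%), against 155 of 8673 elsewhere (1.79%; Fisher's exact test, two-sided, p = 0.117). Within 2 Mb it was 6 of 320 (p = 1 in Fisher's exact test), and within 10 Mb 52 of 1730, or 3.01%, against 1.61% elsewhere (p = 0.000244). With the replicate block p was 0.0421 and with DESeq2's calls 0.154, so the tests left this open.

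Of the nearest annotated genes on each side of Nelf-A, CG3337 showed no detectable difference (log2 fold change -0.0081, edgeR adjusted p = 0.983). The other, e (ebony; 3R, 21229839 to 21237177), starts 327 bases after the end of Nelf-A, on the opposite strand. Its raw counts were 3151 and 3063 in the control siblings and 1917 and 2141 in the NelfA*/+ flies, a log2 fold change of -0.56 (standard error 0.10, adjusted p = 0.0739 from edgeR's quasi-likelihood test and 0.00110 from DESeq2's Wald test, a range over the alternatives of 0.00110 to 0.104), close to the -0.54 of Nelf-A itself. Of 6592 genes with a mean normalized count above 500, 2.87% fell as much as e. It also passed 0.05 in edgeR with robust dispersions (adjusted p = 0.0353) and under the crossed pairing (0.0137). The paper does not report on e in these flies.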
